# Obesity‐Associated TRIM15 Promotes the Proliferation of Esophageal Adenocarcinoma Through the YY2/FOXRED1 Axis

**DOI:** 10.1002/advs.202417330

**Published:** 2025-11-14

**Authors:** Haohui Wang, Chong Yang, Dayuan Luo, Pingting Liu, Zhen Zeng, Weilin Peng, Dongzi Peng, Hao Su, Xiaoxiong Xiao, Haiqin Wang, Xin Jin

**Keywords:** TRIM15, esophageal adenocarcinoma, ferroptosis, lipid metabolism, obesity

## Abstract

Obesity has been identified as an independent risk factor for gastroesophageal reflux disease (GERD) and esophageal adenocarcinoma (EAC). Oxidative stress and inflammation driven by chronic GERD are the main causes of the tumorigenesis of EAC, but the underlying mechanism remains elusive. Here, the inflammation‐upregulated E3 ligase, tripartite motif 15 (TRIM15), is identified as a key driver of obesity‐associated EAC. TRIM15 promotes the degradation of YY2 is demonstrated through the ubiquitin‐proteasome system, which in turn dysregulates lipid metabolism and enhances the proliferation of EAC cells. Furthermore, YY2 transcriptionally is shown that increases FOXRED1 expression. FOXRED1 is subsequently identified as an essential effector for the TRIM15‐induced dysregulation of lipid and energy metabolism in EAC cells. Thus, a novel obesity‐associated TRIM15/YY2/FOXRED1 axis is identified that contributes to the proliferation of EAC. Given that lipid metabolism regulates ferroptosis by controlling cellular processes associated with phospholipid peroxidation. The TRIM15/YY2/FOXRED1 axis demonstrates that it modulates SLC3A2 expression via the mTOR/c‐MYC pathway, thereby regulating GPX4 levels to influence EAC sensitivity to ferroptosis‐inducing compounds and proposing a therapeutic strategy for EAC.

## 1 Introduction

Obesity has been identified as an independent risk factor for gastroesophageal reflux disease (GERD) and esophageal adenocarcinoma (EAC).^[^ ^1^, ^2^ ^]^ The relative risk of EAC in obese individuals with a high body mass index (BMI) is 4.8 times higher than in those with a normal BMI.^[^ ^3^ ^]^ Oxidative stress and inflammation driven by chronic GERD are the main causes of EAC carcinogenesis.^[^ ^2^ ^]^ Several studies have shown that stimulation by gastric acid, bile acids, and inflammatory factors can induce excessive activation of the NF‐κB pathway in the columnar epithelial cells of the esophageal mucosa, leading to the differentiation of the columnar epithelium into intestinal epithelial cells, ultimately inducing the cancerous transformation of Barrett's esophagus (BE) to EAC.^[^ ^4^, ^5^ ^]^ Despite extensive research, the precise pathophysiology of EAC remains unclear. Further investigation is required to elucidate the role of hormonal and molecular oncogenic pathways in the aetiology of EAC in obese patients.

Obesity‐associated metabolic dysregulation often manifests in cancer through aberrant activation of lipid biosynthesis.^[^ ^1^ ^]^ Dysregulation of lipid metabolism plays a pivotal role in the metabolic adaptation of tumors and contributes to treatment resistance, metastatic dissemination, and secondary tumor growth.^[^ ^6^, ^7^ ^]^ Levels of enzymes responsible for lipid elongation, Stearoyl‐CoA Desaturases (SCD) and fatty acid desaturases (FADS), are elevated in various obesity‐associated cancers.^[^ ^8^, ^9^ ^]^ A comprehensive understanding of how obesity‐associated abnormalities in lipid metabolism affect tumor progression is essential for developing novel cancer therapies.

Consistent with previous findings, we conducted a preliminary meta‐analysis demonstrating that obesity is a key risk factor for EAC. Subsequently, to elucidate the changes of obesity‐associated metabolic dysregulation during EAC progression, we established a subcutaneous EAC xenograft model in nude mice after feeding with a high‐fat diet (HFD) or a normal diet (ND). The results showed that HFD induced EAC cell proliferation and activated multiple oncogenic pathways. Notably, E3 ubiquitin‐protein ligase TRIM15 was significantly upregulated in tumors associated with an HFD and in EAC tissues derived from patient samples. We previously reported that TRIM15 dysregulated lipid metabolism to promote pancreatic cancer progression.^[^ ^10^ ^]^ We also found that TRIM15 activated the AKT signaling pathway to decrease the sensitivity of liver cancer cells to tyrosine kinase inhibitors.^[^ ^11^ ^]^ Meanwhile, TRIM15 is considered an inflammation‐related protein regulated by TNF‐α, and it inhibits TLR4.^[^ ^12^, ^13^ ^]^ In this study, we demonstrated that TRIM15 is a key molecule in the obesity‐induced progression of EAC by degrading YY2, which in turn inhibits *FOXRED1* transcription to regulate lipid and energy metabolism. Given that mitochondrial structural and functional abnormalities are closely associated with ferroptosis,^[^ ^14^ ^]^ and lipid metabolism regulates ferroptosis by controlling cellular processes associated with phospholipid peroxidation.^[^ ^15^, ^16^ ^]^ Our study demonstrates that the TRIM15/YY2/FOXRED1 axis modulates the sensitivity of EAC cells to the ferroptosis‐inducing compounds such as RSL3 and imidazole ketone erastin (IKE), providing a strategy for the clinical treatment of EAC.

## 2 Results

### 2.1 TRIM15 Promotes the Proliferation of Obesity‐Associated EAC

To investigate the potential association between obesity and EAC, we conducted a meta‐analysis demonstrating that obesity acts as a risk factor for developing EAC and is closely associated with EAC progression (HR=1.56, 95% CI: 1.46‐1.68, *p* < 0.00001, I^2^=35%) (**Figure** **1**A). To investigate the effect of an obesity‐induced oncogenic microenvironment on EAC cell proliferation, nude mice were randomized into two groups receiving an HFD or an ND. After 8 weeks of feeding, EAC cells were subcutaneously injected into the mice. 

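RNA was sequenced from 3 xenografts of the HFD group and 3 of the ND group. The tumors had grown for 3 weeks from injected OE33 cells, a cell line established from an adenocarcinoma of the lower esophagus, in mice fed for 8 weeks beforehand. The paper's methods describe TRIzol extraction, capture of polyadenylated mRNA, the NEBNext Ultra library kit and paired-end reading on a DNBSEQ instrument. The sample labels name another extraction kit and the directional version of the library kit, so it is not settled whether reads were assigned to genes by strand. The authors deposited the number of reads counted on each gene, without normalization, for 61860 Ensembl identifiers of human genes. The paper's text names no aligner, counting tool or genome build and no test or threshold of its own for the RNA-seq data. Its section on statistics, written for all data, names GraphPad Prism, tests for 2 or more groups and a two-sided p under 0.05. The text does not say how reads of the mouse host were handled. The counts summed to between 19053958 and 39545549 per xenograft in the HFD group, with a median of 23754031, and to between 20760355 and 45994561 in the ND group, with a median of 25712355. Library sizes were normalized with edgeR's TMM method, and 17012 genes with enough counts were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 4354 genes were higher and 4061 lower in the HFD group, 49.5% of the genes tested. The values of the 2 groups did not overlap for 56.2% of the genes, where chance gives 10%. Requiring a fold change of at least 2 as well moved these counts most, to 208 higher and 444 lower genes. With 3 xenografts per group, an exact permutation test of a single value cannot go below p = 0.1.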

Following an additional 3 weeks, xenografts were excised and subjected to RNA‐seq analysis (Figure S1A, Supporting Information). Mice in the HFD group weighed significantly more than those in the ND group (Figure S1B, Supporting Information) and had significantly larger subcutaneous tumor mass and volume (Figure 1B–D). 

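The xenograft counts were examined with 19 lists of 26 to 60 genes for metabolic and signaling processes, written by hand from general knowledge of each pathway, since GO and KEGG tables were not used here. The camera test asks whether the genes of a list moved further in one direction than the other tested genes. It was run with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists. In the HFD group 10 lists passed an adjusted p of 0.05, all with higher expression. Among the lists for lipid metabolism, the 28 tested genes of triglyceride storage and lipolysis had a median log2 fold change of 0.19, with 16 genes higher and 3 lower (camera, adjusted p = 0.000641). Cholesterol and fatty acid synthesis had 17 genes higher and 9 lower (camera, adjusted p = 0.11), and sphingolipid metabolism 8 higher and 6 lower (camera, adjusted p = 0.62). For energy metabolism, glycolysis had a median of 0.11 with 16 genes higher and 5 lower, and the TCA cycle a median of 0.11 with 14 higher and 5 lower (camera, adjusted p = 0.11 for both). The complex I subunits had 5 genes higher and 7 lower (camera, adjusted p = 0.62). Hypoxia genes had a median of 0.26 (camera, adjusted p = 0.00108) and the unfolded protein response one of 0.11 (camera, adjusted p = 0.000131). Without ND replicate 2, glycolysis (camera, adjusted p = 0.0423) and cholesterol and fatty acid synthesis (camera, adjusted p = 0.0432) passed the threshold, and the median of the TCA cycle was 0.065. Over the 6 fits that each left out a xenograft, the highest adjusted p from camera was 0.157 for both lists. The choice of list test moved the calls most. Fry asks whether the genes of a list moved in one direction, without comparing them with other genes. It therefore calls many lists where many genes changed. All 10 held under fry, which called 17 lists, and 2 held under camera with the correlation estimated for each list.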

The Gene Ontology‐Biological Process (GO‐BP) (Figure 1F) and Kyoto Encyclopedia of Genes and Genomes (KEGG) (Figure 1G) enrichment analyses of the RNA‐seq data of the xenografts showed that the lipid metabolism and energy metabolism pathways were significantly dysregulated in the HFD group compared to the ND group. Notably, *TRIM15* exhibited the highest fold change in the HFD group compared to the ND group (Figure 1E; Figure S1H, Supporting Information). 

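TRIM15 (ENSG00000204610) had 14, 12 and 24 counts in the 3 HFD xenografts and 1, 0 and 0 counts in the 3 ND xenografts. In CPM, counts scaled to the library size after TMM normalization, this corresponds to 0.633 ± 0.0209 (SD, n = 3) in the HFD group and 0.0125 ± 0.0216 (SD, n = 3) in the ND group. All 3 ND libraries lay at or under 3 counts, so expression in the HFD group was at least 6.03-fold higher (adjusted p = 2.72e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fitted log2 fold change of 5.43 (standard error 0.64) is not such a bound, because it depends on how counts near 0 are treated. By this fitted value TRIM15 ranked 1st both among the genes past the threshold and among all genes tested. Without ND replicate 2 its rank was 3 and its fitted value 4.64, and without ND replicate 3 its rank was 2. Without ND replicate 1, the only ND library with a count, the fitted value rose to 7.24. TRIM15 lies in the MHC region of chromosome 6, where counts of expressed genes varied more between libraries of a group than those of flanking genes with similar counts. Averaged over the groups of all experiments, this variance was 3.14 times the mean count for TRIM15 itself, against a median of 5.24 for the region. Groups with 0 counts in every library enter this average as 0, so 3.14 understates the variance where TRIM15 was counted. In the HFD xenografts the CPM values of TRIM15 lay close together (SD 0.0209). Counts of the region were also low, with a median of 24.8 for its expressed genes, against 662 for flanking genes. The few counts of TRIM15 may therefore understate its expression.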

Western blotting and RT‐qPCR assays revealed a significant upregulation of TRIM15 expression in EAC graft tumors of the HFD group compared to those from the ND group (Figure 1H–J). Interestingly, the UALCAN‐TCGA data platform analysis (https://ualcan.path.uab.edu/analysis.html) revealed that *TRIM15* was among the top 25 most highly expressed genes in EAC tumor tissues compared to normal esophageal tissues (Figure 1K). Several studies have shown that the TRIM family is involved in regulating the progression of multiple obesity‐associated diseases.^[^ ^17^, ^18^, ^19^ ^]^ However, the role of the TRIM family in obesity‐associated EAC progression is unclear. Since we previously reported that TRIM15 dysregulated lipid metabolism to promote pancreatic cancer progression,^[^ ^10^ ^]^ and is considered an inflammation‐related protein regulated by TNF‐alpha and inhibits TLR4.^[^ ^12^, ^13^ ^]^ We decided to study the role of TRIM15 in obesity‐associated EAC.

**Figure 1:**
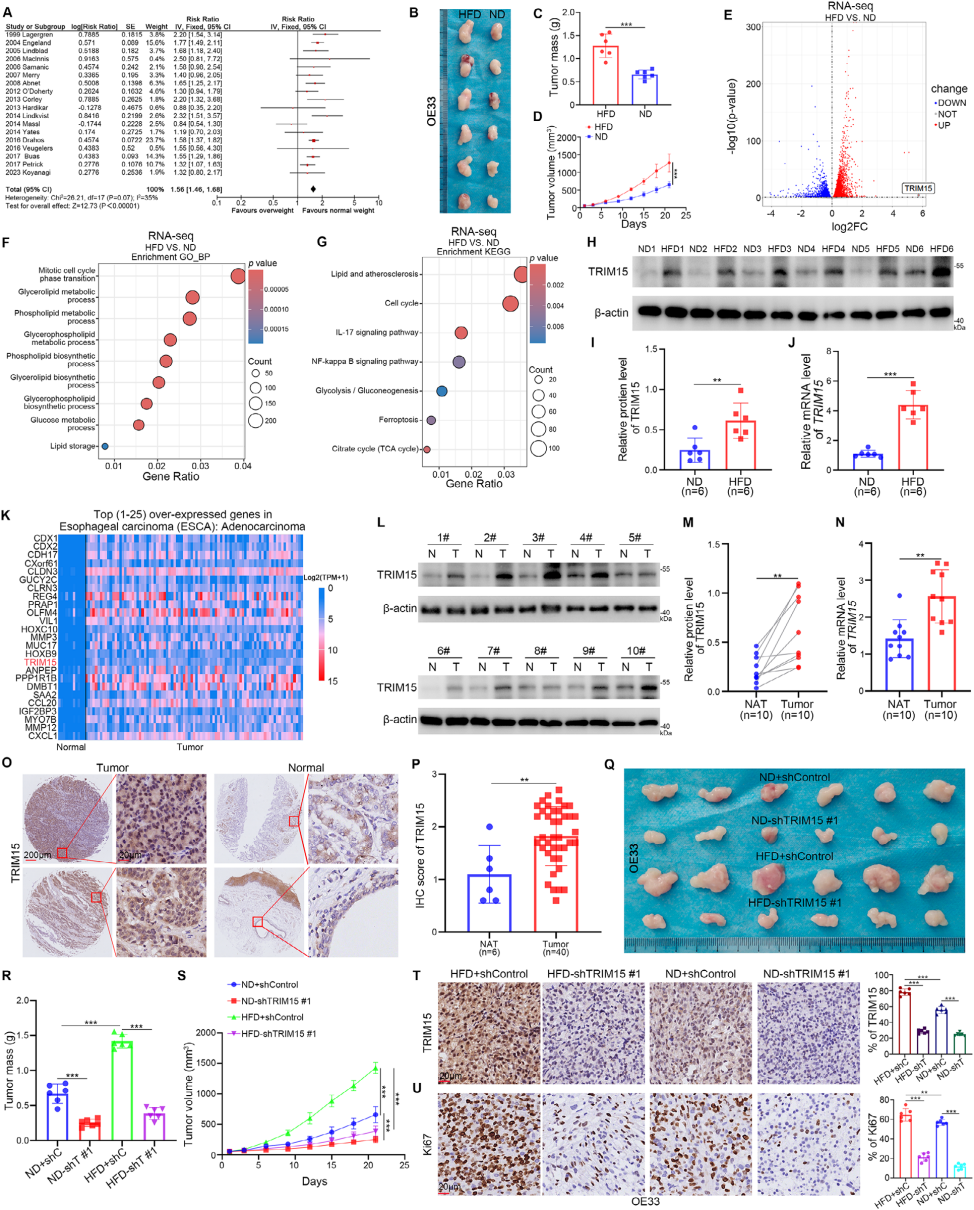
TRIM15 is a key molecule in obesity‐associated EAC. A) Meta‐analysis of the effect of BMI on EAC. B–D) Nude mice were divided into HFD and ND groups and fed for 8 weeks, OE33 cells were subcutaneously injected into the nude mice. Tumor image (B), tumor mass (C), tumor growth curve (D). Data presented as mean ± SEM with six replicates. E–G) The transcriptome sequencing analysis of the transplanted tumors in HFD and ND groups. Volcano map (E), GO‐BP (F), and KEGG (G) enrichment analyses of the RNA‐seq data. *p* values as indicated. H–J) The protein and mRNA levels of TRIM15 from the transplanted tumors in HFD and ND groups were examined by Western blotting (H) and RT‐qPCR (J), and the protein level of TRIM15 was quantified by ImageJ software (I). Data presented as mean ± SEM with three replicates. ^**^ *p* < 0.01; ^***^ *p* < 0.001. K) The UALCAN‐TCGA data platform analysis revealed the top 25 highly expressed genes in EAC tumor tissues compared to normal esophageal tissues. L–N) The protein and mRNA levels of TRIM15 from patients with EAC were examined by Western blotting (L) and RT‐qPCR (N), and the protein level of TRIM15 was quantified by ImageJ software (M). Data presented as mean ± SEM with three replicates. ^**^ *p* < 0.01. O and P) The EAC tissue microarray was analyzed by IHC staining by using the anti‐TRIM15 antibody. ^**^ *p* < 0.01. Q–U) OE33 cells were transfected with shTRIM15 plasmids for 72 h. After puromycin selection, these cells were subcutaneously injected into the nude mice. These mice were fed for HFD or ND. Tumor image (Q), tumor mass (R), tumor growth curve (S), IHC staining by using the anti‐TRIM15 (T) or anti‐Ki67 antibody (U). Data presented as mean ± SEM with six replicates. ^**^ *p* < 0.01; ^***^ *p* < 0.001.

To explore the effects of HFD on endocrine metabolic levels in mice, we assessed changes in fasting glucose, lipids, and inflammatory indexes in the blood of mice. We observed a significant increase in TG, CHO, LDL, HDL, TNF‐α, IL‐6, IL‐1β, and HOMA‐IR in the HFD group of mice compared to the ND group (Figure S1C–E, Supporting Information). Subsequently, we found that the addition of HFD group mouse plasma to EAC cells significantly promoted cell proliferation (Figure S1F,G, Supporting Information). Interestingly, we found that the plasma of mice in the HFD group significantly elevated the protein and mRNA levels of TRIM15 in EAC cells (Figure S1I,J, Supporting Information). In addition, the UALCAN‐TCGA data platform analysis revealed that the overall survival time was shorter in EAC patients with high *TRIM15* expression (Figure S2A, Supporting Information), and the expression of *TRIM15* in esophageal cancer tumor tissues was elevated with the increasing BMI of patients (Figure S2B, Supporting Information). Western Blotting and RT‐qPCR analyses conducted on clinical tissue specimens, as well as immunohistochemistry (IHC) experiments performed on tissue microarray specimens (No.D046Ca01, Bioaitech, China), consistently demonstrated that the expression of TRIM15 was elevated in EAC tumor tissues (Figure 1L–P). EAC originates from glandular cells with dysplasia in the lower esophagus.^[^ ^20^ ^]^ To clarify whether TRIM15 is upregulated during the neoplastic progression of BE. Interestingly, we found that TRIM15 stained more deeply in glandular cells with dysplasia (disorganized cell arrangement, markedly enlarged nuclei, irregular nuclear membranes, and loss of nuclear polarity) than those without dysplasia (neater cell arrangement, no markedly enlarged nuclei, regular nuclear membranes, and absence of nuclear lamina propria) in BE (Figure S2C, Supporting Information). Moreover, the top “Normal” TMA specimen favors BE tissue, while the lower “Normal” TMA specimen favors normal esophageal tissue (Figure 1O). Notably, we found that TRIM15 staining in the glandular cells of BE tissue was stronger than that of the glandular cells in normal esophageal tissue, whereas TRIM15 was more strongly expressed in EAC tissues (Figure 1O). Our results suggest that TRIM15 may be involved in the neoplastic process from BE to EAC.

Thus, it is reasonable to hypothesize that TRIM15 plays a key role in obesity‐associated EAC progression. To determine the effect of TRIM15 on EAC cells in vivo, TRIM15 knockdown cell lines were generated using TRIM15‐specific shRNAs prior to subcutaneous tumorigenesis in nude mice. The results showed that the mass and volume of EAC tumors were significantly reduced after TRIM15 knockdown in both the HFD and ND groups (Figure 1Q–S; Figure S2D–F, Supporting Information). IHC analysis revealed that TRIM15 knockdown significantly inhibited the expression of Ki67, a cell proliferation marker, in both the HFD and ND groups (Figure 1T,U). Analysis of RNA‐seq data from tumors revealed that transcriptional levels of *IL‐1α*, *IL‐1β*, *IL‐6*, and numerous other NF‐κB^[^ ^21^ ^]^ pathway‐related inflammatory factors were upregulated in the HFD group (Figure S1K, Supporting Information). 

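In the xenografts, IL1A (ENSG00000115008), the gene of IL-1α, stood at 104 ± 2.40 CPM (SD, n = 3) in the HFD group and 47.6 ± 2.65 (SD, n = 3) in the ND group. Its log2 fold change was 1.13 (standard error 0.044, adjusted p = 7.23e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL1B (ENSG00000125538) rose from 11.9 ± 1.05 to 32.6 ± 1.12 CPM (SD, n = 3 each), a log2 fold change of 1.47 (standard error 0.066, adjusted p = 3.90e-11 from the same edgeR test). The change of IL6 (ENSG00000136244) was smaller, from 4.30 ± 0.546 to 6.08 ± 0.149 CPM (SD, n = 3 each), with a log2 fold change of 0.49 (standard error 0.11, adjusted p = 0.00142 from the same edgeR test). For each of these genes, every HFD xenograft lay above every ND xenograft. Among the 36 tested genes of a list of inflammatory genes regulated by NF-κB, 32 were higher in the HFD group and 1 was lower. TNF (ENSG00000232810), which also lies in the MHC region, was listed at 0 counts in all 6 xenografts. Genes of this region had low counts as a group, so this need not mean that TNF was not expressed.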

TNF‐α and IL‐6, as important pro‐inflammatory factors, are involved in a variety of pathological mechanisms, including tumors.^[^ ^21^, ^22^ ^]^ We found that TNF‐α, IL‐6 were elevated in the plasma of mice in the HFD group compared to the ND group (Figure S1E, Supporting Information). 

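Of the 19 pathway lists, the NF-κB list moved furthest in the xenografts. Its 36 tested genes had a median log2 fold change of 0.61 in the HFD group against the ND group (camera, adjusted p = 3.42e-31). The call held under fry (adjusted p = 8.02e-07) and under camera with an estimated correlation (adjusted p = 0.00303). The IL-17 signaling list, which shares several chemokine and cytokine genes with it, had a median of 0.38, with 24 genes higher and 7 lower (camera, adjusted p = 9.31e-13, and 0.00919 with an estimated correlation).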

Meanwhile, previous studies have shown that TNF‐α induces up‐regulation of TRIM15 expression in breast cancer cells through activation of the NF‐κB pathway.^[^ ^12^ ^]^ Similarly, the KEGG enrichment analyses of the RNA‐seq data of the HFD and the ND groups’ xenografts showed that the NF‐κB pathway was significantly dysregulated (Figure 1G). Then, we noticed that TNF‐α and IL‐6 could increase the phosphorylation of p65 and TRIM15 expression in EAC cells (Figure S1L,M, Supporting Information), and the effects of TNF‐α/IL‐6‐induced up‐regulation of TRIM15 were decreased in NF‐κB inhibitor treatment group (Figure S1N, Supporting Information). Moreover, the ability of TNF‐α or IL‐6 to promote TRIM15 promoter activity was blocked following the addition of a specific NF‐κB inhibitor (Figure S1O, Supporting Information). Together, these results suggest that high inflammation levels lead to a significant upregulation of TRIM15 in obesity‐associated EAC tumor tissues, and knockdown of TRIM15 in EAC cells significantly inhibits the proliferative effects of obesity on EAC.

### 2.2 TRIM15 Promotes EAC Proliferation and Dysregulates Lipid Metabolism

We next investigated the cancer‐related function of TRIM15 in EAC cells. Knockdown of TRIM15 significantly inhibited cell proliferation (**Figure** **2**A–D), while overexpression of TRIM15 produced the opposite results (Figure S3A–D, Supporting Information). Next, we overexpressed TRIM15 in OE33 cells and conducted RNA‐seq analysis (Figure 2E). 

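OE33 cells were transfected with HA-TRIM15, a plasmid for TRIM15 with an HA tag, or with the empty vector EV, and sequenced after 48 h with 3 samples per group. The authors deposited unnormalized counts per gene, as for the xenografts. Totals per sample ranged from 15534233 to 20901782 with HA-TRIM15 (median 15945266) and from 20108463 to 26479130 with EV (median 22530613), so the EV group had the higher median, with overlapping totals. TRIM15 had 111, 130 and 181 counts in the HA-TRIM15 samples and 0 in each EV sample. It reached 8.43 ± 3.02 CPM (SD, n = 3) with HA-TRIM15, at least 64.5-fold higher than with EV (adjusted p = 2.29e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 15745 genes tested in the same way as for the xenografts, 1973 were higher and 1501 lower at an adjusted p under 0.05. Most of these changes were small, with a median size of 0.22 on the log2 scale. A fold change of at least 2 was reached by 78 of the higher and 36 of the lower genes. The number of lower genes also depended on single libraries: it was 855, 891 and 787 without EV replicates 1, 2 and 3, 800 without HA-TRIM15 replicate 2 and 2506 without HA-TRIM15 replicate 1. The number of higher genes was 1295 without EV replicate 2 and 1247 without EV replicate 3. The values of the groups did not overlap for 37.7% of genes.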

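In HA-TRIM15 against EV, 12 of the 19 gene lists passed the threshold of camera, 6 higher and 6 lower. The glycolysis list fell, with a median log2 fold change of -0.13 over 31 genes, 15 of them lower and 0 higher (camera, adjusted p = 7.31e-06). The TCA cycle list had a median of -0.095, with 9 of 27 genes lower and 0 higher (camera, adjusted p = 0.0016), and the complex I subunits a median of -0.14 (camera, adjusted p = 0.000414), or -0.092 without HA-TRIM15 replicate 3. IL-17 signaling rose, with a median of 0.16 and 16 of 33 genes higher (camera, adjusted p = 2.45e-25). The NF-κB list had the largest median, 0.38, with 27 of 34 genes higher (camera, adjusted p = 2.57e-56). Sphingolipid metabolism had a median of 0.054, with 6 of 29 genes higher and 1 lower (camera, adjusted p = 0.0374). This call was lost in 4 of the fits that each left out a library, those without EV replicate 1 or 2 and without HA-TRIM15 replicate 2 or 3, where the adjusted p from camera lay between 0.0537 and 0.0839, and its median was 0.017 without HA-TRIM15 replicate 3 and 0.085 without HA-TRIM15 replicate 1. Triglyceride storage and lipolysis had 6 of 26 genes higher and 1 lower with a median of -0.0092, which was 0.012 without EV replicate 3 and 0.0069 without HA-TRIM15 replicate 3 (camera, adjusted p = 0.693). Cholesterol and fatty acid synthesis had 9 of 38 genes higher and 3 lower with a median of -0.019, which was 0.022 without EV replicate 3 and 0.0054 without HA-TRIM15 replicate 2 (camera, adjusted p = 0.421). All 12 calls held under fry. With an estimated correlation 7 held, and those of glycolysis, the TCA cycle, complex I, sphingolipid metabolism and ribosome biogenesis did not.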

The GO‐BP (Figure 2F) and KEGG (Figure 2G) enrichment analyses indicated that overexpression of TRIM15 significantly dysregulated lipid and energy metabolism‐related pathways, including the Cellular response to glucose starvation, the Cellular response to fatty acids, the Regulation of glucose metabolic process, the Glucose metabolic process, the Regulation of lipid storage, the Triglyceride mobilization, the Lipid homeostasis, the Lipid and atherosclerosis, the IL‐17 signaling pathway, the Sphingolipid signaling pathway, the Citrate cycle (TCA cycle), and the Glycolysis/Gluconeogenesis.

**Figure 2:**
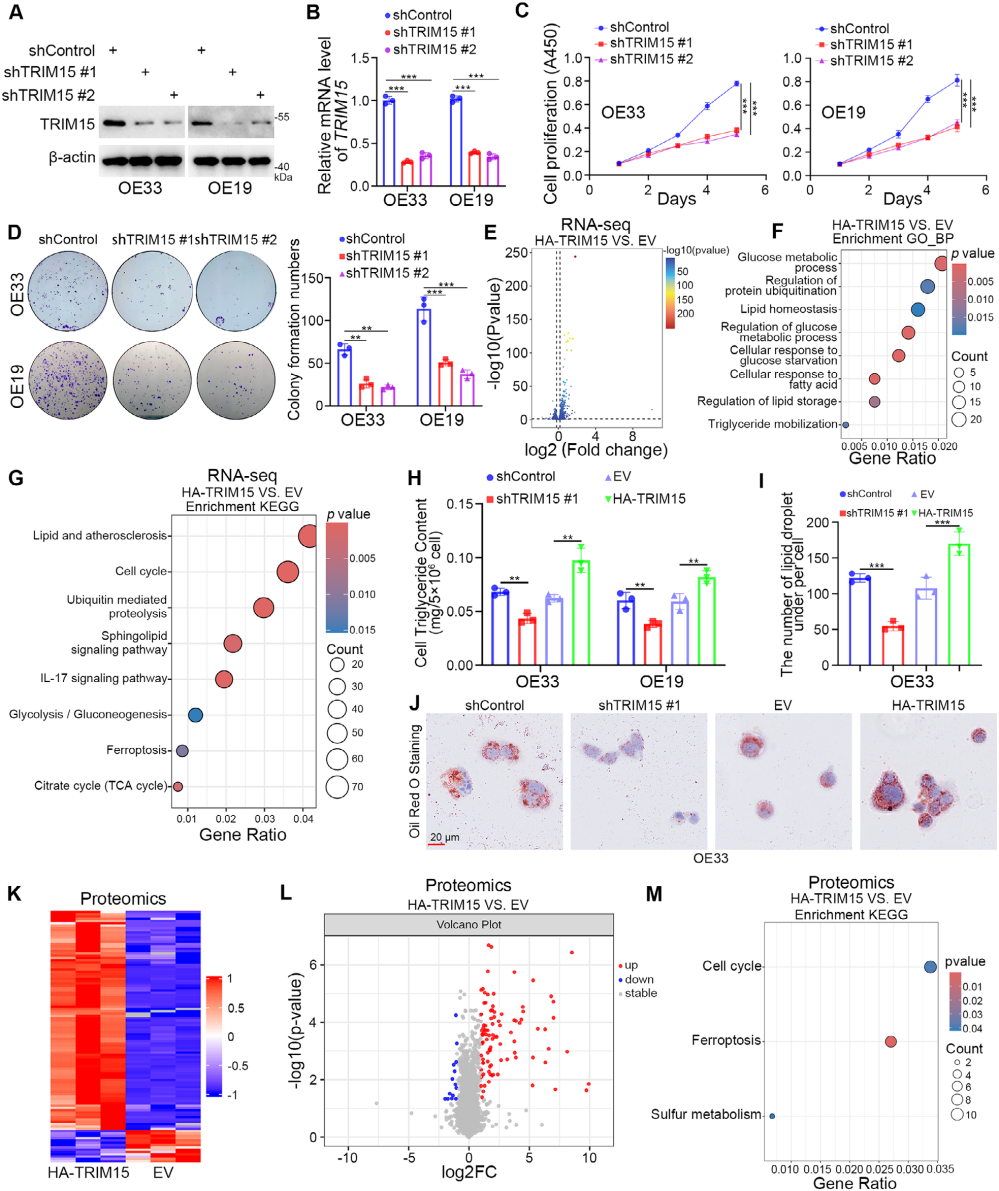
TRIM15 promotes EAC progression and dysregulates lipid metabolism. A–D) EAC cells were transfected with shTRIM15 plasmids for 72 h. Cells were collected for Western blot analysis (A), RT‐qPCR analysis (B), CCK‐8 assay (C), and colony formation assay (D). Data presented as mean ± SEM with three replicates. ^**^ *p* < 0.01; ^***^ *p* < 0.001. E–G) The transcriptome sequencing analysis of OE33 cells after transfection with EV or HA‐TRIM15 for 48 h. Volcano map (E), GO‐BP (F), and KEGG enrichment analyses (G) of the RNA‐seq data after overexpression of TRIM15 in OE33 cells. *p* values as indicated. H–J) EAC cells were transfected with the indicated constructs for 48 or 72 h. Cellular triglyceride assay (H), Oil Red O Staining (I and J). Data presented as mean ± SEM with three replicates. ^**^ *p* < 0.01; ^***^ *p* < 0.001. K–M) The proteomics analysis of OE33 cells after transfection with EV or HA‐TRIM15 for 48 h. Heat map (K), volcanic map (L), and KEGG enrichment analysis (M) of the proteomics data after overexpression of TRIM15 in OE33 cells. *p* values as indicated.

Our previous study showed that TRIM15 promotes pancreatic cancer progression by dysregulating lipid metabolism.^[^ ^10^ ^]^ Combined with the RNA‐seq analysis of TRIM15 in EAC, we speculated that TRIM15 promotes the progression of EAC by disrupting lipid metabolism. Similarly, knockdown of TRIM15 significantly reduced triglyceride (TG) and lipid droplet levels in EAC cells, whereas overexpression of TRIM15 yielded the opposite result (Figure 2H–J). Subsequently, to identify the downstream substrates of TRIM15, we overexpressed TRIM15 in OE33 cells and conducted proteomic analysis. The heat map (Figure 2K) and volcano map (Figure 2L) showed that overexpression of TRIM15 in EAC cells results in a large number of altered protein levels. The Venn diagram in the proteomic showed that out of 6784 proteins exhibiting differences, 26 proteins were detected only in the TRIM15 overexpression group and 27 proteins were detected only in the EV group (Figure S3E, Supporting Information). The KEGG enrichment analysis of the proteomics results revealed that overexpression of TRIM15 was significantly associated with the Cell cycle, the Ferroptosis, and the Sulfur metabolism pathway (Figure 2M). The Domain (Figure S3F, Supporting Information) and GO (Figure S3G, Supporting Information) enrichment analyses showed that the structure and function of multiple molecules are affected, with a major concentration and interaction in the nucleus (Figure S3H,I, Supporting Information). Together, these results suggest that TRIM15 promotes EAC cells' proliferation by dysregulating lipid metabolism. Further investigation is required to elucidate the underlying mechanisms.

### 2.3 TRIM15 Promotes YY2 Degradation Through the K48‐Linked Ubiquitin‐Proteasome System

Studies have demonstrated that TRIM15 frequently functions as an E3 ubiquitin ligase, facilitating the ubiquitination of substrate proteins.^[^ ^23^ ^]^ Subsequently, we performed mass spectrometry analysis against TRIM15 in OE33 cells. Combining the results of significant differences and presence/absence in TRIM15 proteomics and intersecting with the results of mass spectrometry analysis, seven proteins (YY2, IGKC, SERPINB12, TRIM15, PSMB9, WARS1, and STAT1) were identified (**Figure** **3**A). Interestingly, by analyzing the proteomic results of TRIM15, we found that only YY2 was present in the EV group. Therefore, we focused on the YY2 protein. The proteomics and mass spectrometry analyses in EAC cells indicate that TRIM15 may bind to YY2 (Figure 3A,B). The mutual binding of TRIM15 to YY2 was further confirmed by immunoprecipitation (IP) experiments in EAC and 293T cells (Figure 3C; Figure S4A, Supporting Information). Similarly, the glutathione S‐transferase (GST) pull‐down experiment demonstrated that TRIM15 binds to YY2 in vitro (Figure S4J, Supporting Information). We then showed that knockdown of TRIM15 in EAC cells increased the protein level of YY2 (Figure S4B, Supporting Information), but did not affect the mRNA level of *YY2* (Figure S4C, Supporting Information). These findings suggest that TRIM15 may regulate the protein stability of YY2.

**Figure 3:**
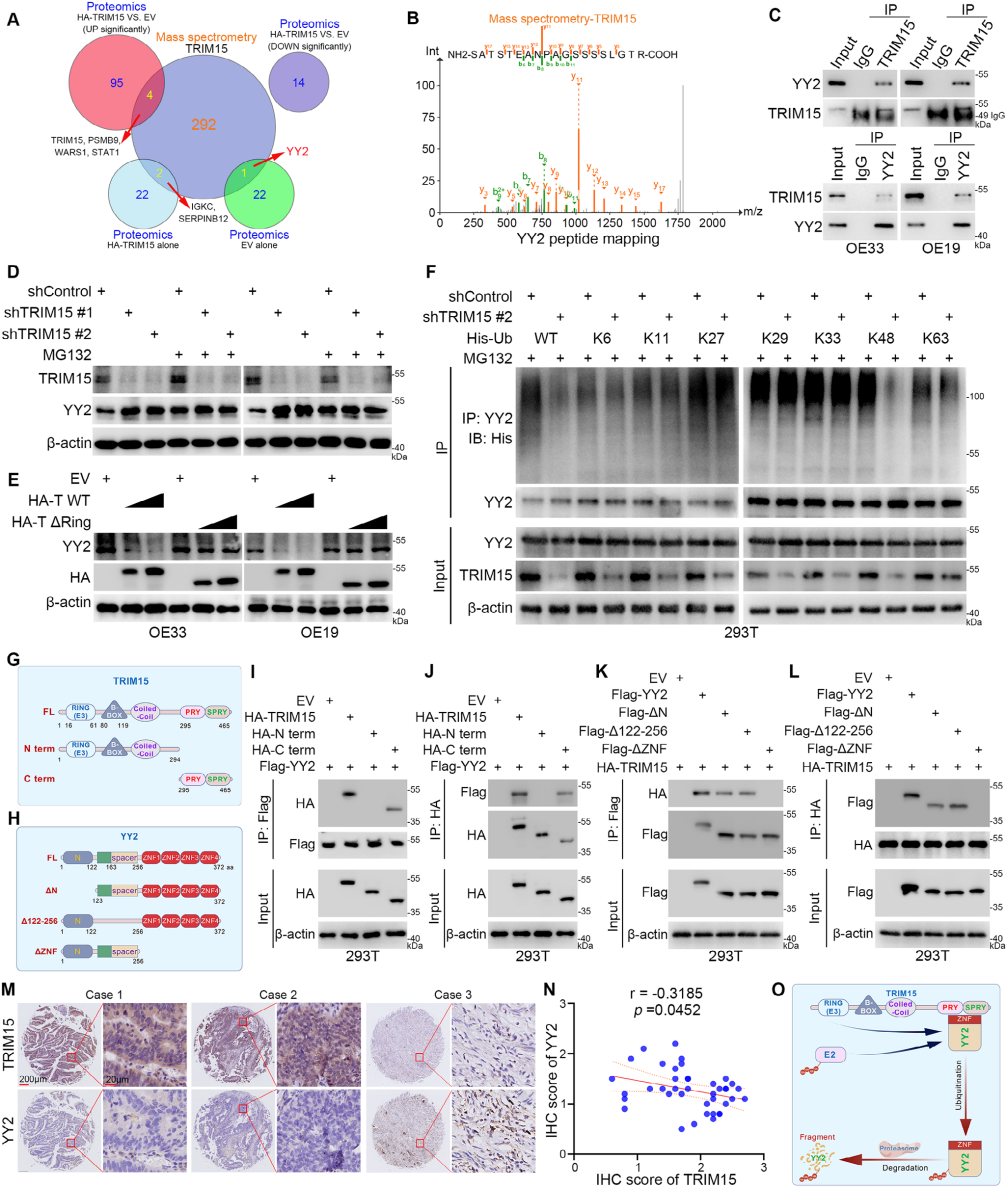
TRIM15 promotes YY2 degradation through the ubiquitin proteasome system. A) A Venn diagram of TRIM15 mass spectrometry analysis and proteomics takes an intersection. B) Binding sites of TRIM15 and YY2 in mass spectrometry analysis. C) EAC cells were infected with Flag‐YY2 plasmids. After 48 h, Co‐IP was performed, and the IP samples were analyzed through Western blot analysis. D) EAC cells were transfected with shTRIM15 plasmids for 48 h, cells were treated with MG132 (10 µM) for another 24 h. Then cells were collected for Western blot analysis. E) EAC cells were transfected with HA‐TRIM15 and HA‐∆RING plasmids for 48 h, and cells were collected for Western blot analysis. F) 293T cells were infected with shTRIM15 and His‐Ub plasmids for 48 h, cells were treated with MG132 (10 µM) for another 24 h. Then cells were collected for Western blot analysis. G and H) Diagrammatic presentation of TRIM15 (G) and YY2 (H) protein full length and various deletion mutants. I–L) 293T cells were infected with the corresponding plasmids. After 48 h, Co‐IP was performed, and the IP samples were analyzed through Western blot analysis. M and N) The EAC tissue microarray was analyzed by IHC staining by using the anti‐TRIM15 or anti‐YY2 antibody. *p* values as indicated. O) The model diagram of TRIM15 regulating YY2 protein changes by the ubiquitination pathway to promote EAC progression.

Subsequently, EAC cells were treated with the 26S proteasome inhibitor MG132. The results showed that MG132 treatment diminished the effect of TRIM15 on YY2 protein levels, and the addition of the autophagy inhibitor chloroquine (CQ) did not attenuate the reduction of YY2 protein by overexpression of TRIM15 in EAC or 293T cells (Figure 3D; Figure S4D,E, Supporting Information). Furthermore, the TRIM15‐∆Ring plasmid was designed to eliminate the E3 ligase function of ubiquitination modification of TRIM15.^[^ ^11^ ^]^ We found that TRIM15‐∆Ring no longer downregulated the protein level of YY2 (Figure 3E). Concurrently, knockdown of TRIM15 prolonged the protein half‐life of YY2 (Figure S4F,G, Supporting Information), while overexpression of TRIM15 shortened the protein half‐life of YY2 (Figure S4H,I, Supporting Information). However, the TRIM15‐∆Ring did not shorten the protein half‐life of YY2 in EAC cells (Figure S4H,I, Supporting Information). In addition, we observed that knockdown of TRIM15 in 293T cells resulted in decreased levels of polyubiquitination of YY2 (Figure S4K, Supporting Information), whereas overexpression of TRIM15 resulted in increased levels of polyubiquitination of YY2 (Figure S4L, Supporting Information). Similarly, TRIM15‐ΔRing did not elevate the polyubiquitination level of YY2 (Figure S4L, Supporting Information). Then, we found that knockdown of TRIM15 decreased the total ubiquitination and K48‐linked ubiquitination of YY2 in 293T cells (Figure 3F). In contrast, TRIM15 overexpression enhanced K48‐linked ubiquitination of YY2 in 293T cells (Figure S4M, Supporting Information). Mapping the TRIM15 and YY2 regions according to their functional features, two truncated mutants (N term and C term) were constructed for TRIM15 (Figure 3G) according to our previous study,^[^ ^10^ ^]^ and three truncated mutants (ΔN, Δ122‐256, and ΔZNF) were constructed for YY2 (Figure 3H). The Co‐IP assays showed that the C‐terminal region of TRIM15 mediated the physical interactions with YY2 (Figure 3I,J). Similarly, the ZNF region of YY2 is critical for interactions with TRIM15 (Figure 3K,L). Furthermore, the IHC results in EAC tissue microarrays demonstrated a negative correlation between TRIM15 and YY2 expression levels (Spearman's correlation coefficient *r* = ‐0.3185, *p* = 0.0452) (Figure 3M,N). Thus, these results suggest that the stability of YY2 protein in EAC cells is regulated through the K48‐linked ubiquitination process mediated by TRIM15 (Figure 3O).

### 2.4 YY2 Acts as the Mediator for TRIM15 in EAC Cells to Regulate Lipid Metabolism

Previous studies have shown that YY2 is involved in tumor progression as a tumor suppressor gene.^[^ ^24^, ^25^ ^]^ Not surprisingly, we observed that knockdown of YY2 in EAC cells significantly enhanced cell proliferation (Figure S5A–D, Supporting Information), while overexpression of YY2 yielded the opposite results (Figure S5E–H, Supporting Information). 

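OE33 cells were transfected for 72 h with an shRNA plasmid against YY2 (shYY2) or with shControl, with 3 samples per group. The paper's text does not state which of its YY2 shRNAs was sequenced. The deposited values are again unnormalized counts per gene. They summed to between 16371248 and 18450463 per sample with shYY2 (median 16579551) and between 17035036 and 19994837 with shControl (median 18357141). YY2 (ENSG00000230797) itself was low, with 11, 12 and 11 counts in the shYY2 samples and 43, 40 and 46 in the shControl samples. Its level fell from 2.35 ± 0.0241 to 0.661 ± 0.0628 CPM (SD, n = 3 each), a log2 fold change of -1.82 (standard error 0.22, adjusted p = 1.30e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). YY1, a paralog with which YY2 could share reads, had a log2 fold change of 0.00048 (standard error 0.032, adjusted p = 0.99 from the same edgeR test), which took either sign when single libraries were left out. At an adjusted p under 0.05, 5892 of 16006 tested genes were higher and 6105 lower, together 75% of the genes tested. The groups did not overlap for 76.2% of genes. With a fold change of at least 2, 1748 higher and 1394 lower genes were left.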

Subsequently, we performed RNA‐seq analysis after knocking down YY2 in OE33 cells (**Figure** **4**A). 

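In shYY2 against shControl, 10 of the 19 gene lists passed camera, 9 lower and 1 higher. Of the lists for lipid and glucose metabolism, glycolysis fell, with a median log2 fold change of -0.28, 21 of 32 genes lower and 5 higher (camera, adjusted p = 1.21e-05). Cholesterol and fatty acid synthesis had a median of -0.51, with 23 of 38 genes lower and 10 higher (camera, adjusted p = 0.0249). Triglyceride storage and lipolysis had 17 of 28 genes higher and 8 lower (median 0.26; camera, adjusted p = 0.0696). It passed without the filter on low counts (camera, adjusted p = 0.0194), with adjusted p-values from 2.42e-05 to 0.176 over its alternatives. The TCA cycle had 8 of 27 genes higher and 17 lower (median -0.16; camera, adjusted p = 0.288), and the complex I subunits 9 of 34 higher and 17 lower (median -0.12; camera, adjusted p = 0.422). Larger shifts were found in lists for growth and stress. DNA replication had a median of -1.23 (camera, adjusted p = 2.37e-36), cell cycle -0.52 (camera, adjusted p = 8.13e-08), the unfolded protein response -0.63 (camera, adjusted p = 2.05e-12), NF-κB genes -0.80 (camera, adjusted p = 3.32e-09) and IL-17 signaling -0.60 (camera, adjusted p = 7.26e-05). The only list past the threshold with higher expression was the interferon response, with a median of 0.32 (camera, adjusted p = 0.0125). All 10 calls held under fry, which called all 19 lists, and 7 with an estimated correlation, where those of glycolysis, of cholesterol and fatty acid synthesis and of the interferon response did not.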

Interestingly, the GO‐BP (Figure 4B) and KEGG (Figure 4C) enrichment analyses showed that knockdown of YY2 regulated numerous pathways associated with lipid and glucose metabolism. Thus, we then overexpressed YY2 in OE33 cells for lipid metabolomics analysis. The Principal Component Analysis (PCA) and Partial Least Squares Discriminant Analysis (PLS‐DA) of lipid metabolomics analyses reported for YY2 indicated significant metabolite differences between the two groups, and the results were stable and reliable (Figure S6A–D, Supporting Information). The heatmap (Figure S6E, Supporting Information) and volcano plots (Figure 4D) indicate that multiple lipid abundances were affected. The results of the Circos chord plot of YY2 lipid metabolomics showed significant associations between different lipids (Figure 4F). A wide range of lipids, including cardiolipins (CLs), phosphatidylglycerols (PGs), phosphatidylcholines (PCs), phosphatidylethanolamines (PEs), and TG, were highly altered (Figure S6F–J, Supporting Information). The KEGG enrichment analysis demonstrated that YY2‐regulated lipid metabolites were significantly correlated with the Glycerophospholipid metabolism, the Sphingolipid signaling pathway, the Glycosylphosphatidylinositol (GPI)‐anchor biosynthesis, the Autophagy‐other, and the Ferroptosis (Figure 4E). We also showed that knockdown of YY2 resulted in increased levels of TGs and lipid droplets, whereas overexpression of YY2 decreased the levels of TGs and lipid droplets in EAC cells (Figure S5I,J, Supporting Information).

**Figure 4:**
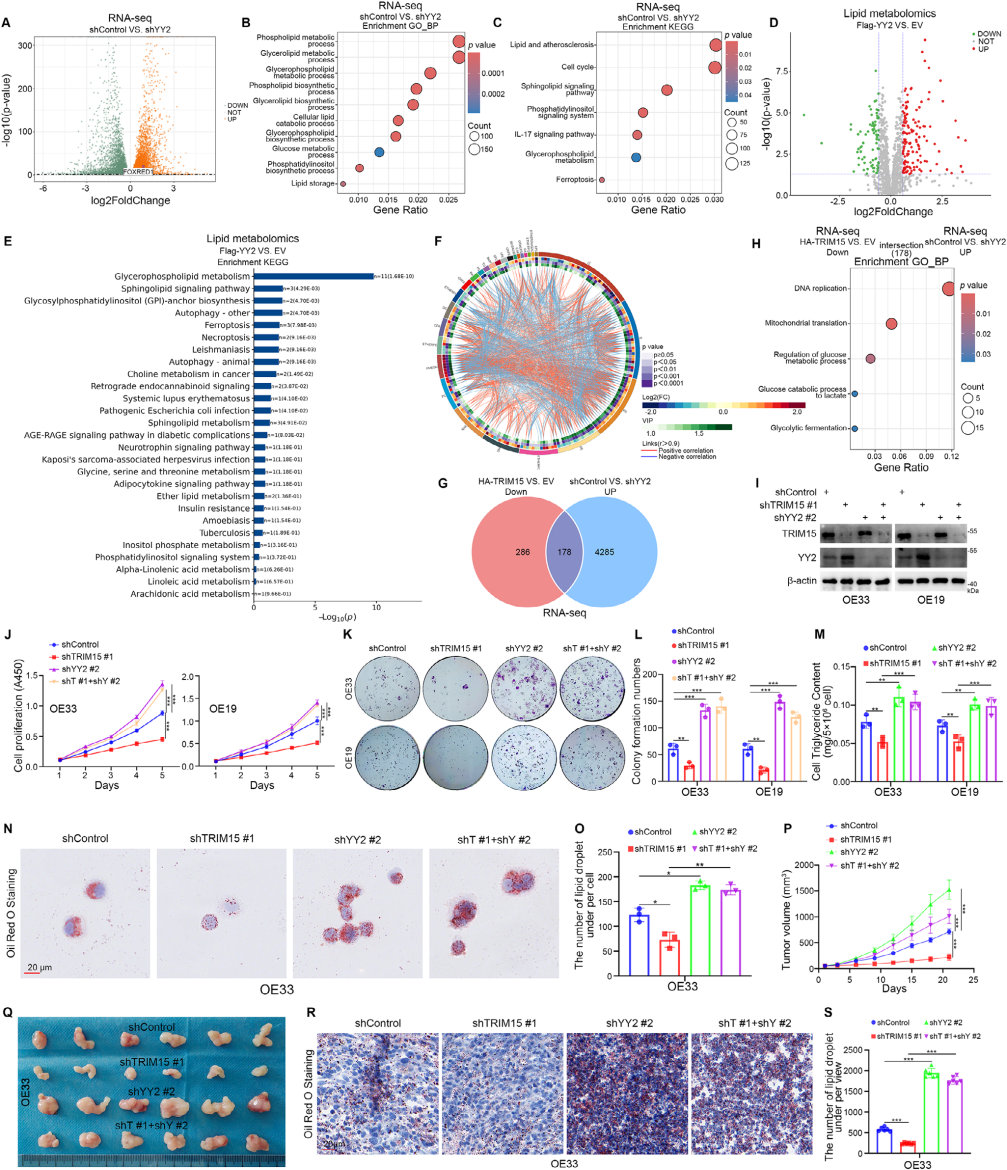
YY2 acts as the mediator for TRIM15 in EAC cells. A–C) The transcriptome sequencing analysis of OE33 cells after transfection with shYY2 or shControl for 72 h. Volcano map (A), GO‐BP (B), and KEGG enrichment analyses (C) of the RNA‐seq data after knockdown of YY2 in OE33 cells. *p* values as indicated. D–F) The lipid metabolomics analysis of OE33 cells after transfection with EV or Flag‐YY2 plasmids for 48 h. Volcano map (D), KEGG enrichment analysis (E), Circos chord plot (From the outside to the inside are the names of the lipid molecules, classification, multiplicity of differences, *p*‐value, OPLS‐DA VIP, and correlation linkage (positive correlation in red, negative correlation in blue)) (F). *p* values as indicated. G) Venn diagram of intersecting rows of RNA‐seq results for TRIM15 and YY2. H) KEGG enrichment analysis of intersecting rows of RNA‐seq results for TRIM15 and YY2. *p* values as indicated. I–O) EAC cells were transfected with shTRIM15 or shYY2 plasmids for 48 h. Cells were collected for Western blot analysis (I), CCK‐8 assay (J), colony formation assay (K and L), cellular triglyceride assay (M), and Oil Red O Staining (N and O). Data presented as mean ± SEM with three replicates. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001. P–S) OE33 cells were transfected with shTRIM15 or/and shYY2 plasmids for 72 h. After puromycin selection, these cells were subcutaneously injected into the nude mice. Tumor image (Q), tumor growth curve (P), and Oil Red O Staining (R and S). Data presented as mean ± SEM with six replicates. ^***^ *p* < 0.001.

In addition, 178 genes were found to be co‐regulated by intersecting the RNA‐seq results of TRIM15 and YY2 (Figure 4G). 

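Genes lower with HA-TRIM15 were intersected with genes lower with shYY2, as in Figure 4G, over the 15193 genes tested in both experiments. Of 1488 genes lower with HA-TRIM15 and 6077 lower with shYY2, 727 were shared, where 595 would be shared by chance (odds ratio 1.49, one-sided Fisher's exact test, p = 1.98e-13, adjusted p = 5.28e-13 over 24 overlaps tested). In the other shared direction, 771 genes were higher in both (691 by chance). The opposite pairings came to 881 higher with HA-TRIM15 and lower with shYY2 (784 by chance), and 489 lower with HA-TRIM15 and higher with shYY2 (524 by chance). The threshold on the fold change moved the overlap most. It held 148 genes at a fold change of at least 1.2, with an odds ratio of 0.936 (one-sided Fisher's exact test, p = 0.76), and 4 genes at a fold change of at least 2. Its odds ratio ran from 0.936 to 3.72 over all alternatives. The overlap was 427, 451 and 410 genes without EV replicates 1, 2 and 3, 412 without HA-TRIM15 replicate 2 and 1182 without HA-TRIM15 replicate 1.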

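Among the 727 genes lower in both HA-TRIM15 and shYY2, 23 belonged to the DNA replication list, where 2.77 were expected from the 58 list genes tested in both experiments (one-sided Fisher's exact test, adjusted p = 1.06e-14 over the 19 lists). The glycolysis list gave 10 of its 31 genes, with 1.48 expected (one-sided Fisher's exact test, adjusted p = 4.99e-06). Ribosome biogenesis gave 16 genes (adjusted p = 1.31e-10 from the same Fisher's exact test), cell cycle 16 (adjusted p = 2.10e-08), the TCA cycle 6 (adjusted p = 0.00558), hypoxia 6 (adjusted p = 0.00982) and the complex I subunits 6 (adjusted p = 0.0136). The lists for triglyceride storage and for cholesterol and fatty acid synthesis gave 0 genes, and glycerophospholipid metabolism 2 against 2.68 expected. These expected numbers ignore that some lists were already lower in each experiment. For DNA replication, 24 of 58 genes were lower with HA-TRIM15 and 55 of 58 with shYY2. For glycolysis it was 15 of 31 and 21 of 32. The tests therefore do not show sharing beyond what the single experiments give.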

The GO‐BP enrichment analysis showed that the co‐regulated genes were significantly correlated with the DNA replication, the Regulation of glucose metabolic process, the Glucose catabolic process to lactate, and the Glycolytic fermentation (Figure 4H). Furthermore, we observed that simultaneous knockdown of TRIM15 and YY2 in EAC cells counteracted the inhibitory effect of TRIM15 knockdown alone on cell proliferation (Figure 4I–L; Figure S5K–M, Supporting Information). Additionally, the decreasing effect of single knockdown of TRIM15 on TG and lipid droplet levels in EAC cells was counteracted by simultaneous knockdown of TRIM15 and YY2 (Figure 4M–O). Animal studies showed that simultaneous knockdown of TRIM15 and YY2 counteracted the inhibitory effect of TRIM15 knockdown alone on the proliferative capacity of EAC cells (Figure 4P,Q), and the results of tumor oil red O staining indicated that the inhibition of lipid droplet levels was also counteracted (Figure 4R,S). Together, these results suggest that YY2 might be a mediator for TRIM15‐induced EAC cell proliferation and lipid metabolism dysregulation.

### 2.5 YY2 Inhibits EAC Proliferation by Promoting FOXRED1 Transcription

Studies have demonstrated that YY2 is involved in the regulation of tumor progression as a transcription factor.^[^ ^26^ ^]^ To investigate the mechanisms by which YY2 regulates lipid metabolism and cell proliferation in EAC, we performed CUT&Tag analysis by overexpressing YY2 in OE33 cells. The results of CUT&Tag heatmaps (**Figure** **5**A), binding peaks (Figure S7A, Supporting Information), and bubble plots (Figure 5B) indicated that multiple genes were regulated by YY2 overexpression. The GO‐BP and KEGG enrichment analyses of CUT&Tag showed that YY2 overexpression in EAC cells regulated multiple lipid metabolism‐related pathways (Figure 5C and 5D). To further investigate the downstream genes co‐regulated by TRIM15 and YY2, we cross‐analyzed the CUT&Tag result of YY2 with the RNA‐seq results of TRIM15 and YY2, identifying twelve co‐regulated genes: *ATP13A1*, *BOP1*, *E2F1*, *EXOSC6*, *FOXRED1*, *INO80E*, *PASK*, *QTRT1*, *RBM23*, *SAC3D1*, *SPC24*, and *VGF* (Figure 5E). 

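Of these 12 genes, 11 passed an adjusted p of 0.05 as lower with HA-TRIM15, and all 12 as lower with shYY2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested). Adjusted over the list alone, 12 passed in each experiment, which is not independent evidence because the study chose the genes on these samples. The log2 fold changes lay between -0.39 and -0.24 with HA-TRIM15 and between -2.03 and -0.31 with shYY2. FOXRED1 (ENSG00000110074) fell from 36.9 ± 0.4 to 31.4 ± 1.82 CPM (SD, n = 3 each) with HA-TRIM15, a log2 fold change of -0.24 (standard error 0.052, adjusted p = 0.00509 from the edgeR test). With shYY2 it fell from 32.8 ± 0.749 to 17.7 ± 1.50 CPM (SD, n = 3 each), a log2 fold change of -0.89 (standard error 0.064, adjusted p = 3.31e-09 from the edgeR test). In both experiments the FOXRED1 values of the 2 groups did not overlap. The gene that did not pass with HA-TRIM15 was VGF, at -0.39 (standard error 0.17, adjusted p = 0.119 from the edgeR test), with overlapping groups. Without HA-TRIM15 replicate 1 its value was -0.71 (adjusted p = 0.000717 from the edgeR test), and without HA-TRIM15 replicate 2 it was -0.22, with the highest adjusted p of these fits, 0.41. Single libraries also decided 3 calls with HA-TRIM15. Without HA-TRIM15 replicate 2, BOP1 (adjusted p = 0.0576), QTRT1 (adjusted p = 0.0507) and SAC3D1 (adjusted p = 0.0808) no longer passed the edgeR test. BOP1 (adjusted p = 0.0519) and SAC3D1 (adjusted p = 0.0599) were also lost without EV replicate 3, and SAC3D1 without EV replicate 1 (adjusted p = 0.052). The lowest adjusted p of these fits was 9.98e-08 for BOP1, 7.38e-06 for QTRT1 and 7.62e-05 for SAC3D1 (edgeR). The CUT&Tag data that complete the paper's intersection were not analysed here.

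**Figure D1:**
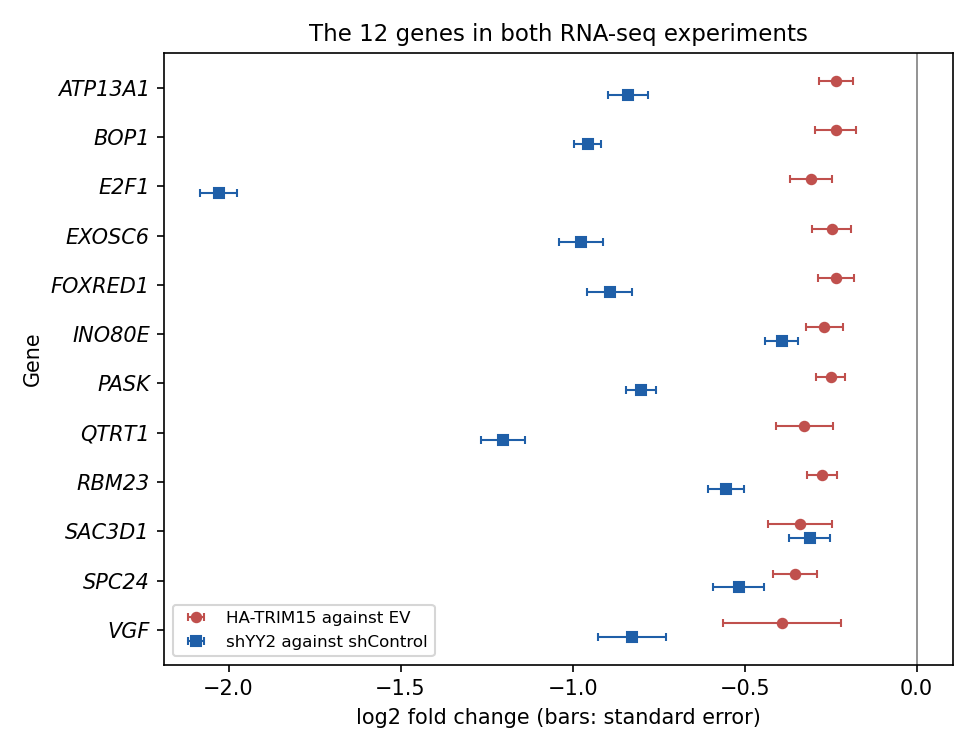
Log2 fold changes (horizontal axis) of the 12 genes (vertical axis) in HA-TRIM15 against EV (circles) and in shYY2 against shControl (squares), with bars for the standard error from edgeR, n = 3 per group. All values lie below 0, and those of shYY2 lie further from 0 except for SAC3D1, whose values are -0.34 with HA-TRIM15 and -0.31 with shYY2.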

Mitochondria are the energy metabolism centers of the cell and are closely related to lipid and glucose metabolism.^[^ ^27^ ^]^ Combining GO‐BP and KEGG enrichment analyses from the RNA‐seq results of HFD transplantation tumors (Figure 1F,G), TRIM15 (Figure 2F,G), and YY2 (Figure 4B,C) in EAC cells, we found that lipid metabolism and energy metabolism are important processes in the progression of obesity‐associated EAC. 

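Glycolysis genes were lower with HA-TRIM15 and with shYY2 by camera, while their median in the HFD xenografts was above 0 without passing the threshold. Triglyceride storage and lipolysis passed in the xenografts only, and cholesterol and fatty acid synthesis with shYY2 only. A difference between experiments in such a call was not itself tested. The NF-κB, IL-17 and unfolded protein response lists passed in all 3 experiments. They were higher in the HFD group and with HA-TRIM15 and lower with shYY2. DNA replication, cell cycle and ribosome biogenesis also passed in all 3. These lists were higher in the HFD group but lower with HA-TRIM15 and with shYY2. The interferon response passed as higher in all 3. From the enriched terms of the 3 experiments, the paper concludes that lipid and energy metabolism are important processes in obesity-associated EAC, and it connects both to the mitochondria.

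**Figure D2:**
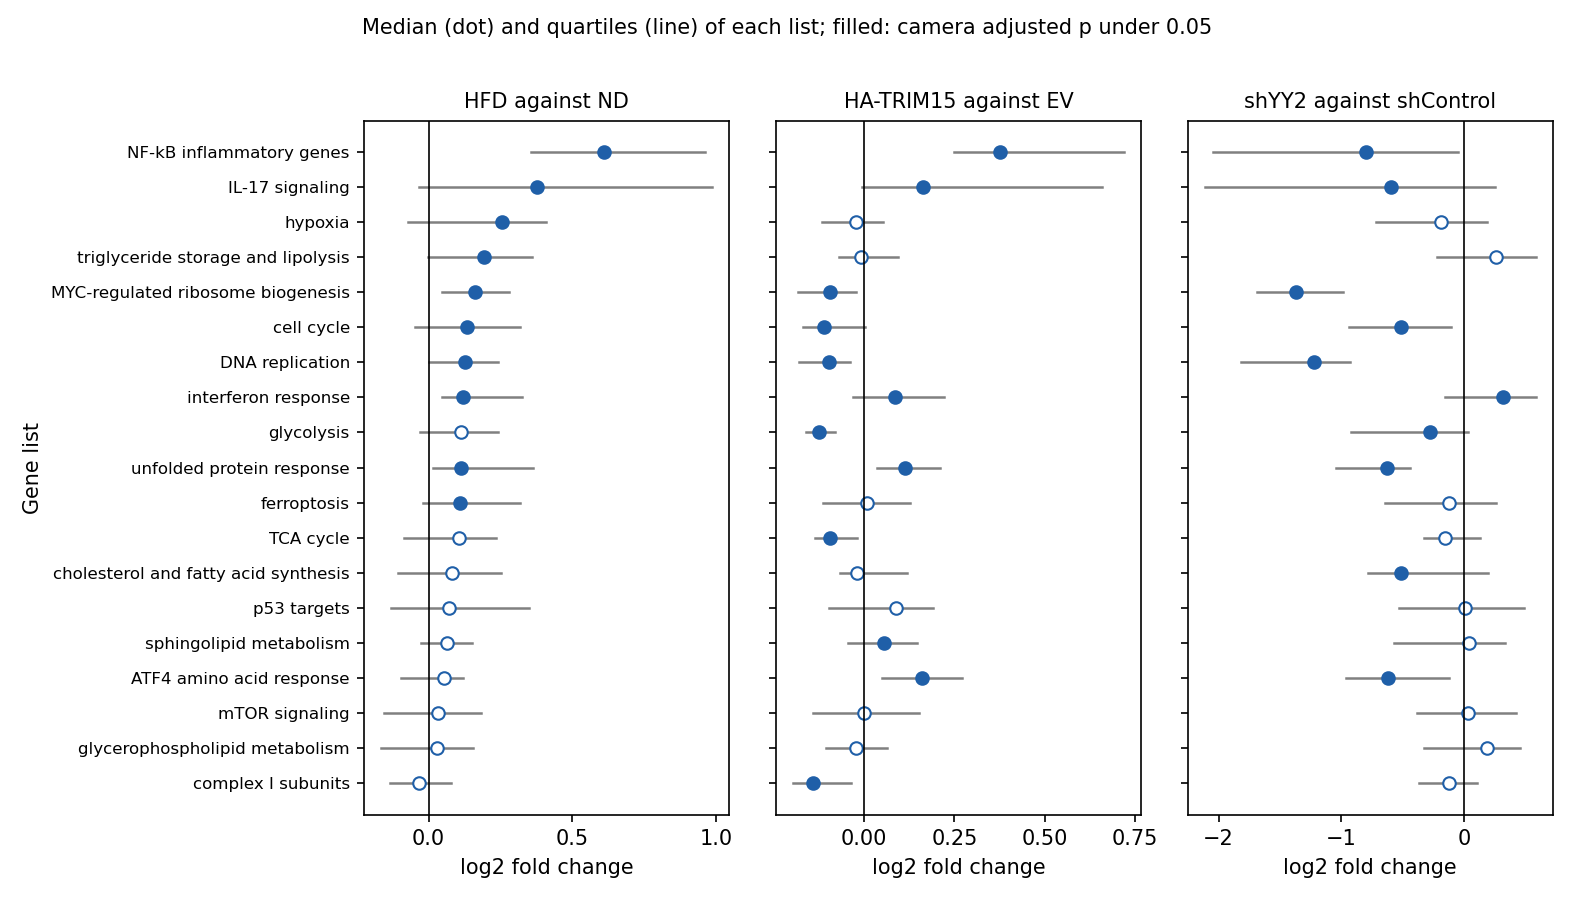
Median log2 fold change (dots) and quartiles over genes (lines) of each of the 19 gene lists (vertical axis) in the HFD xenografts, HA-TRIM15 and shYY2, each with its own horizontal scale. Filled dots mark lists with a camera adjusted p under 0.05, which are 10, 12 and 10 lists in the 3 panels.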

Interestingly, previous studies have shown that FAD‐dependent oxidoreductase domain‐containing protein 1 (FOXRED1), a key factor regulating mitochondrial structure, is closely associated with energy conversion within mitochondria.^[^ ^28^ ^]^ Additionally, FOXRED1 is involved in regulating colorectal cancer progression as a tumor suppressor gene,^[^ ^29^ ^]^ but its biological function in EAC is unknown. Therefore, we focused on the *FOXRED1* gene.

**Figure 5:**
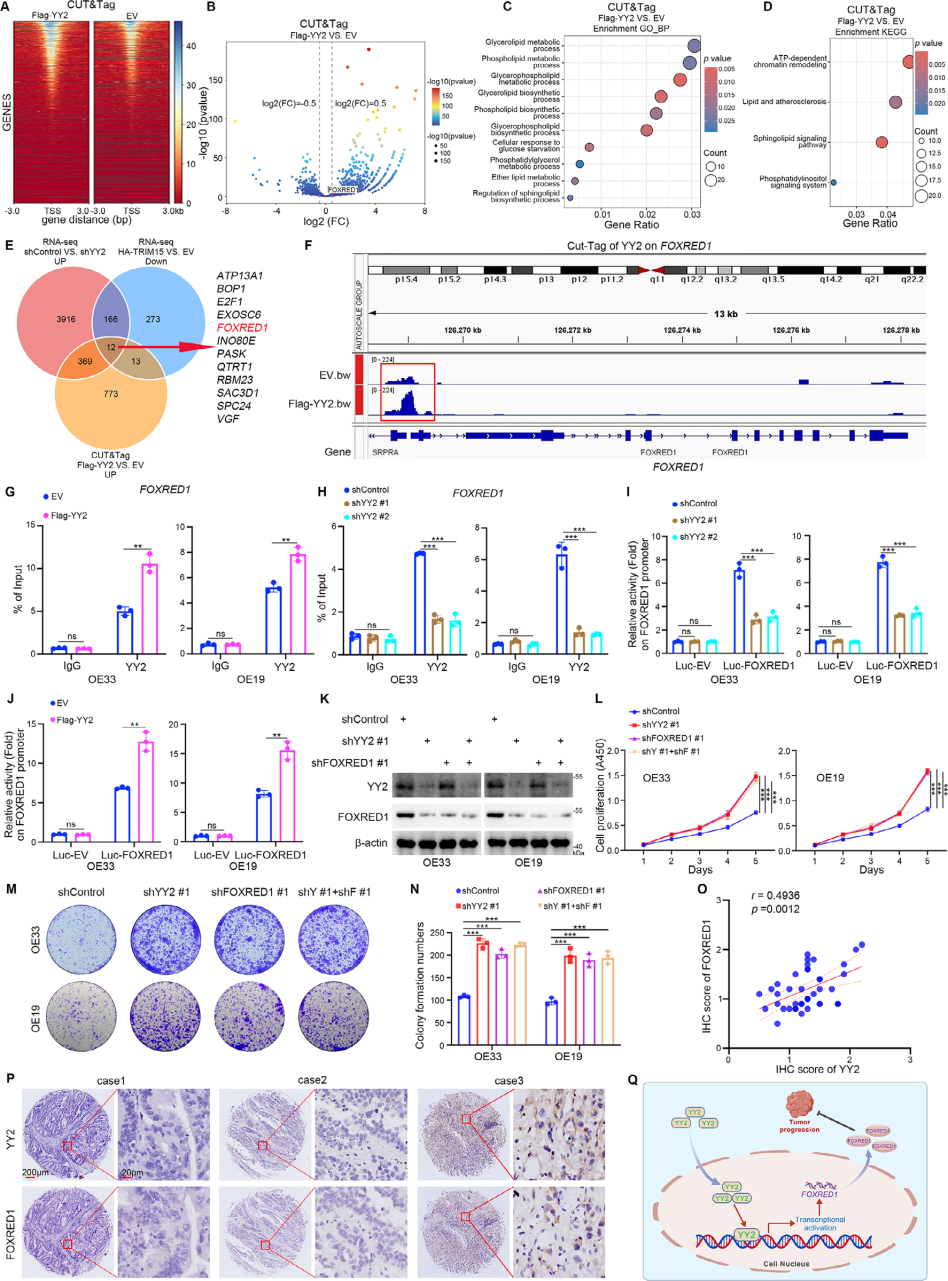
YY2 inhibits EAC proliferation by promoting *FOXRED1* transcription. A–D) The CUT&Tag sequencing analysis after transfection with EV or Flag‐YY2 for 48 h. Heat map (A), bubble map (B), GO‐BP (C), and KEGG (D) enrichment analyses of the CUT&Tag sequencing result. *p* values as indicated. E) Venn diagram of intersecting rows of the CUT&Tag sequencing result for YY2 and the RNA‐seq results for TRIM15 and YY2. F) The CUT&Tag of YY2 showed the binding peak of YY2 in the promoter region of *FOXRED1*. G and H) EAC cells were transfected with Flag‐YY2 or shYY2 plasmids for 48 or 72 h. Cells were harvested for ChIP‐qPCR analysis by using the IgG or YY2 antibody. Data presented as mean ± SEM with three replicates. ns, not significant; ^**^ *p* < 0.001; ^***^ *p* < 0.001. I and J) EAC cells were transfected with Flag‐YY2 or shYY2 plasmids for 48 or 72 h. Cells were harvested for a dual luciferase assay. Data presented as mean ± SEM with three replicates. ns, not significant; **, *p* < 0.001; ***, *p* < 0.001. K–N) EAC cells were transfected with shFOXRED1, shYY2 plasmids for 72 h. Cells were collected for Western blot analysis (K), CCK‐8 assay (L), and colony formation assay (M and N). Data presented as mean ± SEM with three replicates. ^**^ *p* < 0.001; ^***^ *p* < 0.001. O and P) The EAC tissue microarray was analyzed by IHC staining by using the anti‐YY2 or anti‐FOXRED1 antibody. *p* values as indicated. Q) The model diagram of YY2 inhibits EAC progression by promoting *FOXRED1* transcription.

The CUT&Tag data of YY2 demonstrated that YY2 protein has a binding site on the gene promoter of FOXRED1, with the binding peak higher in the YY2 overexpression group relative to the control group (Figure 5F). The results of ChIP‐qPCR and dual luciferase assays indicated that YY2 overexpression promoted the binding of YY2 to *FOXRED1* (Figure 5G–J). In addition, through the corresponding procedures on the JASPAR website (https://jaspar.elixir.no/), we predicted the binding motif of YY2 on the *FOXRED1* promoter and designed corresponding *FOXRED1* promoter wild‐type (*FOXRED1* ^WT^‐Luc) and mutant (*FOXRED1* ^Mut^‐Luc) plasmids of the *FOXRED1* promoter (Figure S7B, Supporting Information). Luciferase reporter analyses performed after transfection of the *FOXRED1* ^WT^‐Luc or *FOXRED1* ^Mut^‐Luc plasmids showed that altering the level of YY2 affected the luciferase activity of the *FOXRED1* ^WT^‐Luc promoter but not the *FOXRED1* ^Mut^‐Luc promoter (Figure S7C,D, Supporting Information). Further analysis showed that knockdown of YY2 in EAC cells decreased the protein and mRNA levels of FOXRED1 (Figure S8A,B, Supporting Information). In contrast, YY2 overexpression produced the opposite results (Figure S8C,D, Supporting Information). Furthermore, we found that knockdown of FOXRED1 in EAC cells significantly enhanced cell proliferation and colony formation (Figure S8E–H, Supporting Information). Conversely, FOXRED1 overexpression produced the opposite results (Figure S8I–L, Supporting Information). Additionally, we observed that simultaneous overexpression of YY2 and knockdown of FOXRED1 in EAC cells counteracted the inhibitory effect of YY2 overexpression alone on cell proliferation and colony formation (Figure 5K–N; SM–O, Supporting Information). Interestingly, by IHC analysis, we found that the expression of YY2 and FOXRED1 was lower in tumors of the HFD group compared to the ND group, whereas knockdown of TRIM15 elevated the expression of YY2 and FOXRED1 (Figure S9A–D, Supporting Information). IHC staining of tissue microarrays demonstrated a positive correlation between YY2 and FOXRED1 expression in EAC tissues (*r* = 0.4936, *p* = 0.0012) (Figure S5O,P, Supporting Information). These results suggest that YY2 inhibits EAC proliferation by activating *FOXRED1* transcription (Figure 5Q).

### 2.6 TRIM15 Dysregulates Glycerophospholipid Metabolism in EAC Cells by Inhibiting FOXRED1 Expression

To explore whether FOXRED1 is involved in lipid metabolism in EAC cells, we knocked down FOXRED1 in OE33 cells and performed RNA‐seq analysis (**Figure** **6**A). 

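For this experiment OE33 cells were transfected with an shRNA plasmid against FOXRED1 (shFOXRED1) or with shControl for 72 h, and 3 samples per group were sequenced. Which FOXRED1 shRNA was sequenced is not stated in the paper's text. These shControl samples are not those of the YY2 experiment. The deposited counts per gene summed to between 14299807 and 18227965 per sample with shFOXRED1 (median 17749387) and between 15100992 and 18522633 with shControl (median 15380335). FOXRED1 had 183, 207 and 129 counts in the shFOXRED1 samples and 322, 259 and 254 in the shControl samples. It fell from 17.4 ± 0.286 to 10.1 ± 1.19 CPM (SD, n = 3 each), a log2 fold change of -0.78 (standard error 0.11, adjusted p = 4.06e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Other OE33 controls held more FOXRED1, with 36.6 to 37.35 CPM in EV and 32.13 to 33.6 CPM in shControl of the YY2 experiment. The shYY2 samples, with 16.08 to 19.05 CPM, were near the present shControl level. Each experiment was normalized by itself, and the cultures may differ. The test covered 15730 genes, of which 2650 were higher and 3102 lower at an adjusted p under 0.05, or 36.6%. The 2 groups did not overlap for 46.7% of genes. With a fold change of at least 2 there were 344 higher and 200 lower genes. The spread between replicates was the largest of the 4 experiments, with a common biological coefficient of variation of 0.0647 against 0.0305 in the YY2 experiment. Without shFOXRED1 replicate 3, 6853 genes passed, against 5752 with all libraries.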

The GO‐BP (Figure 6B) and KEGG (Figure 6C) enrichment analyses indicated that FOXRED1 knockdown significantly dysregulated lipid and glucose metabolism‐related pathways. Thus, we performed lipid metabolomics analysis by knocking down FOXRED1 in OE33 cells. 

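By camera, 7 of the 19 gene lists passed the threshold in shFOXRED1 against shControl, 6 of them lower. Those for glucose and energy metabolism were glycolysis, with a median log2 fold change of -0.20, 17 of 31 genes lower and 3 higher (camera, adjusted p = 0.00182), and the TCA cycle, with a median of -0.17, 11 of 27 genes lower and 0 higher (camera, adjusted p = 0.00407). None of the lipid lists passed. Cholesterol and fatty acid synthesis had 7 of 38 genes higher and 8 lower (camera, adjusted p = 0.592). Triglyceride storage and lipolysis had 3 of 27 higher and 5 lower (camera, adjusted p = 0.67), and sphingolipid metabolism 5 of 30 higher and 8 lower (camera, adjusted p = 0.666). The complex I subunits had 1 of 35 genes higher and 7 lower (camera, adjusted p = 0.577). DNA replication, with a median of -0.60 (camera, adjusted p = 3.91e-21), and cell cycle, with a median of -0.58 (camera, adjusted p = 2.36e-15), fell furthest. The remaining lower lists were ribosome biogenesis, with a median of -0.27 (camera, adjusted p = 3.55e-05), and the amino acid response to ATF4, with a median of -0.18 (camera, adjusted p = 0.00116). All 7 calls held under fry. With an estimated correlation 3 held, those of DNA replication, cell cycle and the interferon response. From the enrichment of lipid and glucose terms, the paper concludes that FOXRED1 knockdown dysregulates both processes and goes on to lipid metabolomics.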

The PCA and PLS‐DA analyses in lipid metabolomics for FOXRED1 showed stable and reliable results (Figure S10A–D, Supporting Information). The volcano plots (Figure 6D) and heatmap (Figure S10E, Supporting Information) indicate that multiple lipid abundances were affected. The Circos chord plot results of FOXRED1 lipid metabolomics show a strong association between the different lipids (Figure 6F). Knockdown of FOXRED1 increased the abundance of multiple lipids, including PA, PC, PG, and TG in EAC cells (Figure S10F–K, Supporting Information). Interestingly, we found that knockdown of FOXRED1 and overexpression of YY2 in EAC cells were both most significantly associated with Glycerophospholipid metabolism enrichment by KEGG enrichment analysis of the lipid metabolomics (Figures 4E and 6E). 

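In the RNA-seq counts, 56 genes of a list for glycerophospholipid metabolism were tested in each experiment. With HA-TRIM15, 8 were higher and 7 lower (median log2 fold change -0.023; camera, adjusted p = 0.421). With shYY2, 30 were higher and 18 lower (median 0.19; camera, adjusted p = 0.231), and fry called the list (adjusted p = 0.0018, the lowest of its alternatives, which reached 0.492). With shFOXRED1, 15 were higher and 16 lower (median 0.004; camera, adjusted p = 0.67). These 31 changed genes, counted in either direction, exceeded the 20.5 expected (one-sided Fisher's exact test, adjusted p = 0.00852, the lowest of its alternatives, which reached 0.832). In the HFD xenografts 17 were higher and 17 lower (median 0.031; camera, adjusted p = 0.916). Single libraries moved the smaller medians. The value was -0.041 with HA-TRIM15 without EV replicate 2, -0.0092, -0.0042 and 0.026 with shFOXRED1 without shControl replicate 2, shFOXRED1 replicate 1 and shFOXRED1 replicate 3, and 0.046 in the xenografts without HFD replicate 2.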

Meanwhile, the results of GO‐BP and KEGG enrichment analyses suggest that Glycerophospholipid metabolism is an important process for TRIM15, YY2, and FOXRED1 in EAC progression (Figures 1, 2, 4, 5, 6, and 6B,C). In addition, high levels of PCs, a major component of the phospholipid bilayer membrane, are required for tumor cell growth and proliferation.^[^ ^30^ ^]^ We then found that knockdown of TRIM15 in EAC cells reduced the abundance of PCs in the cells, whereas simultaneous knockdown of TRIM15 and YY2/FOXRED1 in the cells reversed the PCs‐reducing effect of knockdown of TRIM15 alone (Figure S11A–F, Supporting Information). Furthermore, addition of GPLs ((PCs (10 µg mL^−1^), PEs (10 µg mL^−1^), LysoPCs (10 µg mL^−1^), and LysoPAs (10 µg mL^−1^)) to EAC cells attenuated the inhibitory effect of knockdown of TRIM15 or overexpression of FOXRED1 on cell proliferation (Figure S11G–J, Supporting Information).

**Figure 6:**
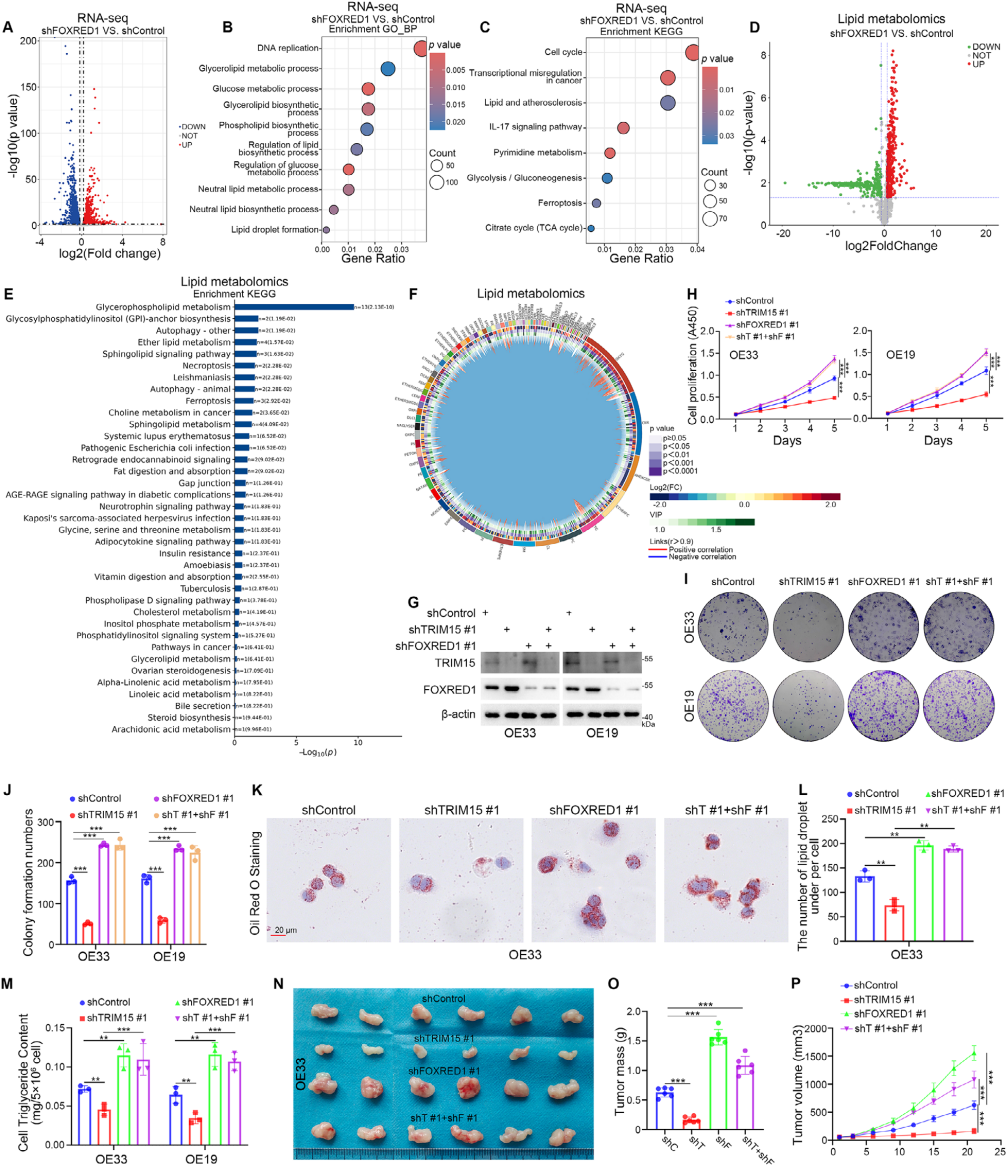
TRIM15 dysregulates lipid and energy metabolism by inhibiting FOXRED1. A–D) The transcriptome sequencing analysis of OE33 cells after transfection with shFOXRED1 or shControl plasmids for 72 h. Volcano map (A), GO‐BP (B), and KEGG (C) enrichment analysis of the RNA‐seq data after knockdown of FOXRED1 in OE33 cells. *p* values as indicated. D–F) The lipid metabolomics analysis of OE33 cells after transfection with shControl or shFOXRED1 plasmids for 48 h. Volcano map (D), KEGG enrichment analysis (E), Circos chord plot (From the outside to the inside are the names of the lipid molecules, classification, multiplicity of differences, *p*‐value, OPLS‐DA VIP, and correlation linkage (positive correlation in red, negative correlation in blue)) (F). *p* values as indicated. G–M) EAC cells were transfected with shTRIM15 or/and shFOXRED1 plasmids for 72 h. Cells were collected for Western blot analysis (G), CCK‐8 assay (H), colony formation assay (I and J), Oil Red O Staining (K and L), and cellular triglyceride assay (M). Data presented as mean ± SEM with three replicates. ^**^ *p* < 0.001; ^***^ *p* < 0.001. N–P) OE33 cells were transfected with shTRIM15 or/and shFOXRED1 plasmids for 72 h. After puromycin selection, these cells were subcutaneously injected into the nude mice. Tumor image (N), tumor mass (O) and tumor growth curve (P). Data presented as mean ± SEM with six replicates. ***, *p* < 0.001.

Glucose and lipid metabolism are critical for mitochondrial energy conversion.^[^ ^31^ ^]^ Lipid metabolism is closely linked to glucose metabolism, and increased glycolysis may redirect carbon flux toward increased lipogenesis.^[^ ^32^ ^]^ Dysregulation of glucose metabolism leads to an abnormal increase in lipid synthesis, further leading to dysregulation of lipid metabolism.^[^ ^33^ ^]^ Meanwhile, FOXRED1 plays an important role as a key factor involved in mitochondrial energy conversion.^[^ ^28^ ^]^ As expected, we observed that FOXRED1 knockdown resulted in increased glucose consumption rate, lactate production rate, and extracellular acidification rate (ECAR) but decreased the oxygen consumption rate (OCR) in EAC cells (Figure S12A–F, Supporting Information), while FOXRED1 overexpression yielded the opposite results (Figure S12G–L, Supporting Information). In contrast, TRIM15 knockdown inhibited the glycolytic process, decreased ECAR, but increased OCR in EAC cells (Figure S12M–R, Supporting Information), whereas TRIM15 overexpression increased the glycolytic process (Figure S12S–X, Supporting Information). In addition, we found that knockdown of TRIM15 in EAC cells decreased the cellular ATP levels, while simultaneous knockdown of FOXRED1 counteracted this effect (Figure S13A,B, Supporting Information). Complex I of the human mitochondrion is the most abundant enzyme in the respiratory chain, consisting mainly of a P module, a Q module, and an N module.^[^ ^34^ ^]^ Consistent with previous studies,^[^ ^28^ ^]^ knockdown of FOXRED1 in EAC cells resulted in a reduction of Complex I‐associated subunit levels (Figure S13C, Supporting Information). Concurrently, we found that knockdown of both TRIM15 and FOXRED1 (Figure S13D, Supporting Information) in EAC cells counteracted the inhibitory effect of TRIM15 knockdown alone on cell proliferation and colony formation (Figure 6G–J; Figure S13E–G, Supporting Information). Furthermore, we found that concomitant knockdown of TRIM15 and FOXRED1 counteracted the decreased effects of single TRIM15 knockdown on TG and lipid droplet levels (Figure 6K–M). Similar results were obtained in animal experiments (Figure 6N–P; Figure S13H–I, Supporting Information). These results indicate that TRIM15 dysregulates glycerophospholipid and energy metabolism by inhibiting FOXRED1 expression, thereby promoting EAC progression.

### 2.7 The TRIM15/YY2/FOXRED1 Axis Regulates the Sensitivity of EAC Cells to Ferroptosis

The above results indicated that the TRIM15/YY2/FOXRED1 axis contributed to EAC proliferation. Currently, no small molecule inhibitors targeting TRIM15 have been developed, limiting our findings’ clinical application. However, we discovered a significant correlation between the TRIM15/YY2/FOXRED1 axis and the Ferroptosis pathway by KEGG enrichment (Figures 1, 2, 4, and 6C,E). Furthermore, ferroptosis is driven by iron‐dependent phospholipid peroxidation.^[^ ^15^ ^]^ Biological lipid metabolism regulates ferroptosis by controlling phospholipid peroxidation and several other cellular processes relevant to phospholipid peroxidation.^[^ ^15^, ^16^ ^]^ Notably, lipidomic statistical analysis identified PCs and PEs as suppressors of cell ferroptosis.^[^ ^35^, ^36^ ^]^ Studies have shown that mitochondrial structural and functional abnormalities are closely associated with ferroptosis.^[^ ^14^ ^]^ FOXRED1 plays an important role in mitochondrial structure and function.^[^ ^28^, ^37^ ^]^ Then, we intersected the RNA‐seq results of *TRIM15*, *YY2*, and *FOXRED1*, and found that 52 genes were co‐regulated (**Figure** **7**A). 

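The ferroptosis list passed camera in the HFD xenografts, where 19 of 37 tested genes were higher and 7 lower (median log2 fold change 0.11; camera, adjusted p = 0.0107). It did not pass with HA-TRIM15, where 11 of 36 genes were higher and 7 lower (median 0.0088, or -0.0083 without EV replicate 2 and -0.0022 without HA-TRIM15 replicate 2; camera, adjusted p = 0.466). With shYY2, 13 of 36 were higher and 18 lower (median -0.12; camera, adjusted p = 0.216), and with shFOXRED1, 10 of 37 were higher and 9 lower (median -0.054, or -0.094 without shFOXRED1 replicate 3; camera, adjusted p = 0.67). Other list tests gave other results. The 18 changed genes with HA-TRIM15 exceeded the 7.94 expected (one-sided Fisher's exact test, adjusted p = 0.00079), and fry called the list with HA-TRIM15 (adjusted p = 0.00662), shYY2 (adjusted p = 4.31e-06) and shFOXRED1 (adjusted p = 0.00476). Of the 19 lists, fry called 14 with HA-TRIM15, 19 with shYY2 and 10 with shFOXRED1, so its calls hardly single out ferroptosis. The highest adjusted p over the alternatives was 0.8 with HA-TRIM15, 0.327 with shYY2 and 0.869 with shFOXRED1. The call in the xenografts held under fry and not with an estimated correlation (camera, adjusted p = 0.184).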

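Genes lower in HA-TRIM15, shYY2 and shFOXRED1 were counted over the 14529 genes tested in all 3 experiments. Each experiment has its own controls, and the shControl groups of shYY2 and shFOXRED1 differ from each other. There were 259, against a mean of 191 and a highest value of 240 in 10000 draws of 3 independent lists of the same sizes matched on expression level. The shYY2 and shFOXRED1 lists are not independent, since they share 1895 of these genes. With this overlap kept and only the HA-TRIM15 list drawn, the mean was 251 and the range 207 to 303, and 2895 of the 10000 draws were as large (a share of 0.29). By these draws, chosen only after the results were seen, the 259 genes were not more than chance gives. Drawn in this way, the 166 genes higher in all 3 (mean 199) lay below their mean. So did the 349 higher with HA-TRIM15 and lower with both knockdowns (mean 377). The 173 lower with HA-TRIM15 and higher with both knockdowns lay above (mean 152, share of draws as large 0.0303). Where the knockdowns went opposite ways, 204 genes were higher with HA-TRIM15 and shYY2 and lower with shFOXRED1 (mean 146, share 1e-04). Another 87 were lower with HA-TRIM15 and shYY2 and higher with shFOXRED1 (mean 69.8, share 0.0149). Below their means lay 60 lower with HA-TRIM15 and shFOXRED1 and higher with shYY2 (mean 95.1). The same held for 83 higher with HA-TRIM15 and shFOXRED1 and lower with shYY2 (mean 87.3). The count of genes lower in all 3 followed the fold threshold and single libraries. It was 34 genes at a fold change of at least 1.2 in each experiment, and 160, 160 and 157 genes without EV replicates 1, 2 and 3. It also fell by over 1.5 times without HA-TRIM15 replicate 2. With the replicate number as a block it was 313 genes, and the draws were not repeated with this block.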

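Of the 259 genes lower in HA-TRIM15, shYY2 and shFOXRED1, 22 belonged to the DNA replication list, with 1.03 expected (one-sided Fisher's exact test, adjusted p = 8.20e-23 over the 19 lists), and 15 to the cell cycle list, with 0.981 expected (one-sided Fisher's exact test, adjusted p = 2.33e-13). Glycolysis gave 6 genes (adjusted p = 9.71e-05 from the same Fisher's exact test), ribosome biogenesis 6 (adjusted p = 0.000332), the TCA cycle 3 (adjusted p = 0.0454) and hypoxia 3 (adjusted p = 0.0505). For lipid metabolism, the lists for cholesterol and fatty acid synthesis, triglyceride storage, sphingolipids and glycerophospholipids gave 0 genes, and the ferroptosis list gave 1. Here too the expected numbers ignore that some lists were already lower in each experiment. Of 58 DNA replication genes, 24 were lower with HA-TRIM15, 55 with shYY2 and 50 with shFOXRED1. The tests therefore do not show sharing beyond what the single experiments give.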

The GO‐BP (Figure 7B) and KEGG (Figure 7C) enrichment analyses showed that the co‐regulated genes were significantly associated with the DNA replication, the energy homeostasis, the fatty acid homeostasis, the Cell cycle, and the Endocrine resistance pathways. Additionally, our analysis of FOXRED1 RNA‐seq data revealed that FOXRED1 knockdown in OE33 cells upregulated *SLC3A2* mRNA levels (Figure S14A, Supporting Information) and that KEGG enrichment analysis identified significant dysregulation of the mTOR signaling pathway (Figure S14B, Supporting Information). 

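SLC3A2 (ENSG00000168003) stood at 430 ± 31.8 CPM (SD, n = 3) with shFOXRED1 and 346 ± 14.5 (SD, n = 3) with shControl. The log2 fold change was 0.31 (standard error 0.057, adjusted p = 0.00033, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups did not overlap. Of 59 tested genes of a list for mTOR signaling, 13 were higher and 11 lower with shFOXRED1 (camera, adjusted p = 0.67). Their median log2 fold change was 0.02, and 0.067 without shControl replicate 3. Neither fry (adjusted p = 0.284) nor the test of changed genes in either direction (24 against 21.6 expected, one-sided Fisher's exact test, adjusted p = 0.378) called this list. MTOR itself had a log2 fold change of -0.16 (standard error 0.061, adjusted p = 0.0508 from the edgeR test). It passed with the replicate number as a block (adjusted p = 0.0138) and without shFOXRED1 replicate 3 (adjusted p = 0.0244). Its highest adjusted p was 0.0856 over the other alternatives and 0.188 over the fits that each left out a library.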

Previous studies have reported that c‐MYC, a key transcription factor in the mTOR pathway, is involved in the regulation of *SLC3A2*.^[^ ^38^, ^39^ ^]^ To investigate FOXRED1‐mediated regulation of the mTOR pathway, functional validation in EAC cells showed that FOXRED1 knockdown had no effect on total mTOR protein levels but significantly increased phosphorylated mTOR (p‐mTOR) and c‐MYC protein abundance (Figure S14C, Supporting Information). FOXRED1, as a key accessory factor of mitochondrial complex I, is crucial for maintaining mitochondrial functional homeostasis.^[^ ^28^ ^]^ Previous studies have established that metabolic disorders in mitochondrial Complex I play a critical role in promoting malignant tumor progression by activating the mTOR pathway.^[^ ^40^, ^41^ ^]^ Subsequently, we demonstrated that knocking down FOXRED1 promoted the activation of the mTOR/c‐MYC pathway by downregulating the expression of mitochondrial Complex I subunits (NDUFS2, NDUFB9) (Figure S14D,E, Supporting Information). We further found that knocking down FOXRED1 reduced the NAD^+^/NADH ratio (Figure S14F, Supporting Information) and increased glucose uptake (Figure S14H, Supporting Information). However, supplementation with the NAD^+^ precursor nicotinamide (2 mM) reversed the effects of FOXRED1 knockdown on the decrease in intracellular NAD^+^/NADH ratio (Figure S14G, Supporting Information), the increase in glucose uptake (Figure S14H, Supporting Information), and the activation of the mTOR/c‐MYC pathway (Figure S14I, Supporting Information). Additionally, analysis of public data from the NCBI SRA database (SRX11375739 and SRX095393) revealed a potential binding of c‐MYC to the *SLC3A2* promoter region (Figure S14J, Supporting Information). Further functional experiments demonstrated that c‐MYC knockdown in EAC cells reduced *SLC3A2* mRNA expression (Figure S14K, Supporting Information). Importantly, ChIP‐PCR assays confirmed that c‐MYC knockdown significantly attenuated its binding to the *SLC3A2* promoter, whereas FOXRED1 knockdown enhanced this binding interaction, an effect that was completely abrogated by the mTOR inhibitor Everolimus (Figure S14L, Supporting Information). Additionally, the FOXRED1 knockdown‐induced upregulation of SLC3A2 was reversed by concurrent c‐MYC knockdown or Everolimus treatment (Figure S14M,N, Supporting Information). Collectively, these results indicate that FOXRED1 modulates the mTOR/c‐MYC signaling axis by influencing mitochondrial homeostasis, thereby regulating SLC3A2 expression.

**Figure 7:**
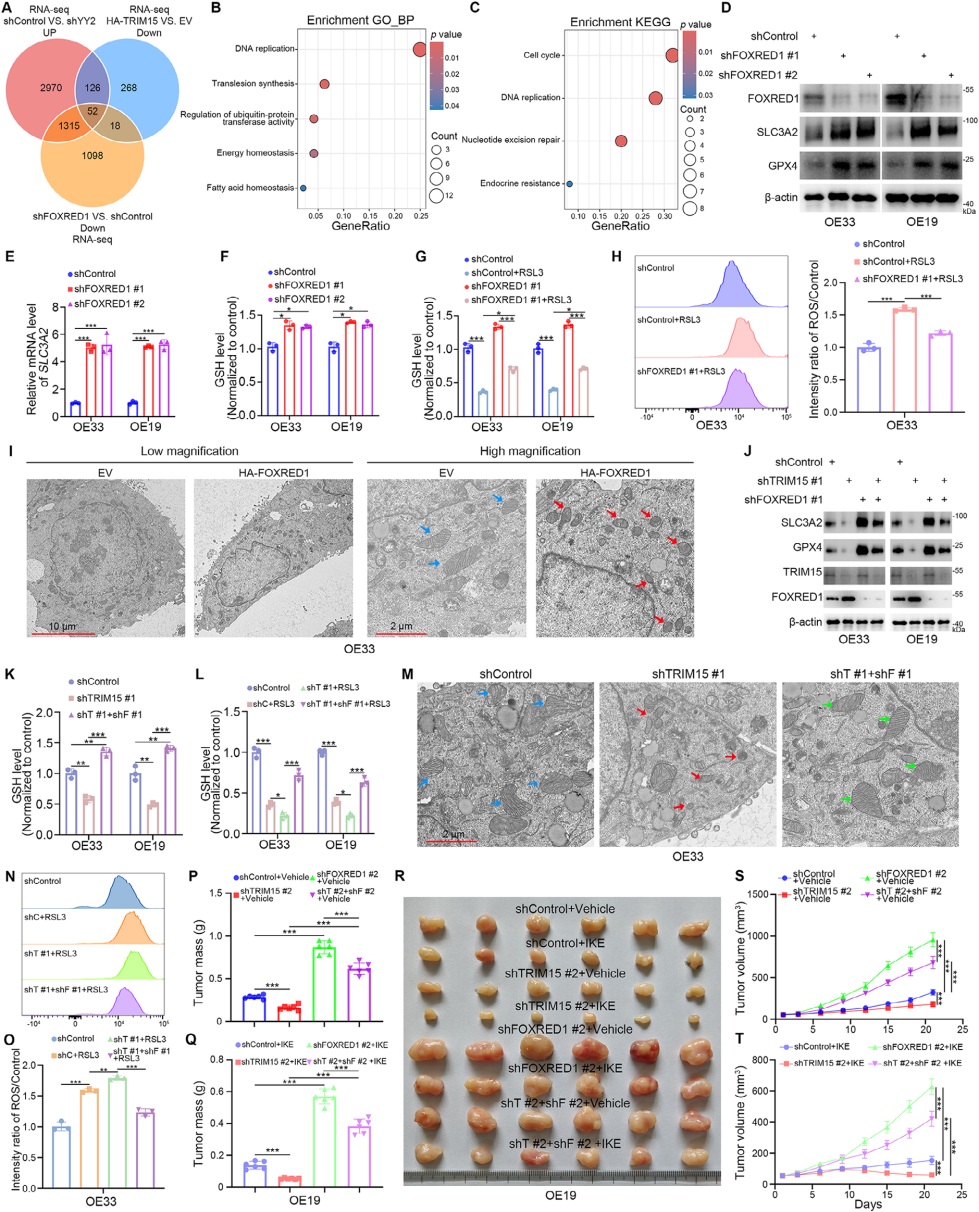
The sensitivity of EAC cells to ferroptosis is regulated by the TRIM15/YY2/FOXRED1 axis. A–C) Venn diagram (A), GO‐BP(B), and KEGG (C) enrichment analyses of intersecting rows of the RNA‐seq results for TRIM15, YY2, and FOXRED1. D and E, EAC cells were transfected with shFOXRED1 plasmids for 72 h. Cells were collected for Western blot analysis (D), RT‐qPCR analysis (E). Data presented as mean ± SEM with three replicates. ^***^ *p* < 0.001. F–H) EAC cells were transfected with shFOXRED1 plasmids for 48 h, and treated with RSL3 (1 µM) for another 24 h. Then, cells were collected for intracellular GSH levels assay (F and G), lipid ROS levels assay (H). Data presented as mean ± SEM with three replicates. ^*^ *p* < 0.05; ^***^ *p* < 0.001. I, Transmission electron microscopy images of mitochondria in OE33 cells overexpressing FOXRED1. Blue arrows, mitochondria with obvious cristae; red arrows, shrunken mitochondria. J‐O, EAC cells were transfected with shTRIM15 or/and shFOXRED1 plasmids for 48 h, and treated with RSL3 (1 µM) for another 24 h. Then, cells were collected for Western blot analysis (J), intracellular GSH levels assay (K and L), lipid ROS levels assay (N and O), and Transmission electron microscopy images (M) (Blue arrows, mitochondria with obvious cristae; red arrows, shrunken mitochondria; green arrows, mitochondria with obvious cristae). Data presented as mean ± SEM with three replicates. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001. P–T) OE19 cells were transfected with shTRIM15 and shFOXRED1 plasmids for 72 h. After puromycin selection, these cells were subcutaneously injected into the nude mice, IKE (50 mg kg^−1^, once every other day) or vehicle was administered through intraperitoneal injection. Tumor mass (P and Q), tumor image (R), and tumor growth curve (S and T). Data presented as mean ± SEM with six replicates. ^***^ *p* < 0.001.

SLC3A2, a key member of system XC^−^, inhibits ferroptosis under oxidative stress conditions by transporting cystine into cells for the synthesis of the major antioxidant glutathione (GSH), which further affects GPX4 activity.^[^ ^42^ ^]^ Subsequently, we verified that in EAC cells, FOXRED1 was negatively correlated with the levels of SLC3A2 and GPX4 (Figure 7D–E). Concomitantly, FOXRED1 knockdown in EAC cells resulted in increased GSH levels (Figure 7F). We found that FOXRED1 knockdown attenuated the inhibitory effect of the ferroptosis‐inducing compounds (RSL3 and IKE) on GSH levels (Figure 7G; Figure S16A, Supporting Information), as well as Reactive Oxygen Species (ROS) production (Figure 7H) in EAC cells. Similarly, transmission electron microscopy results demonstrated that overexpression of FOXRED1 induced profound changes in OE33 cells, specifically a reduction in mitochondrial volume, heightened density of bilayer membranes, and disappearance of mitochondrial ridges (Figure 7I). Additionally, we found that YY2 knockdown in EAC cells increased GSH levels while attenuating the inhibitory effect of RSL3 on GSH (Figure S15A, Supporting Information). Nevertheless, TRIM15 knockdown in EAC cells decreased the levels of SLC3A2 and GPX4 (Figure S15B, Supporting Information). Transmission electron microscopy results demonstrated that TRIM15 knockdown in OE33 cells exhibited the same features as FOXRED1 overexpression, including a reduction in mitochondrial volume and disappearance of mitochondrial ridges (Figure S15C, Supporting Information). TRIM15 knockdown exacerbated the inhibition of GSH levels by RSL3 and IKE (Figures S15D and S16B, Supporting Information), as well as exacerbated RSL3‐induced ROS production (Figures S15E and S14F, Supporting Information) in EAC cells. Furthermore, we sought to investigate the regulatory relationship among TRIM15, FOXRED1, and ferroptosis in EAC cells. Our findings indicate that simultaneous knockdown of TRIM15 and FOXRED1 attenuated the potentiating effect of single TRIM15 knockdown on EAC cell sensitivity to RSL3 and IKE (Figure 7K–O; Figure S16C, Supporting Information). Meanwhile, we found that overexpression of SLC3A2 in EAC cells counteracted the inhibitory effect of knockdown of TRIM15 on GSH levels (Figure S15G,H, Supporting Information). Furthermore, to elucidate the regulatory effect of TRIM15 on GPX4, we demonstrated that GPX4 overexpression in EAC cells effectively rescued the enhanced inhibitory effect of RSL3 on cellular GSH levels caused by TRIM15 knockdown (Figure S15I,J, Supporting Information), while simultaneously attenuating intracellular ROS accumulation (Figure S15K,L, Supporting Information). Interestingly, we found that the addition of GPLs intervention in EAC cells attenuated the inhibitory effect of overexpression of YY2/FOXRED1 or knockdown of TRIM15 in combination with RSL3 on cell viability (Figure S16D–F, Supporting Information), and also attenuated the effect of knockdown of TRIM15 in combination with RSL3 in accelerating the generation of ROS in the cells (Figure S16G,H, Supporting Information). In vivo experiments showed that IKE treatment exacerbated the inhibition of EAC cell proliferation caused by TRIM15 knockdown, and proved that concomitant TRIM15 and FOXRED1 knockdown in EAC cells attenuated the enhancing effect of TRIM15 knockdown alone on IKE sensitivity (Figure 7P–T). Collectively, our results suggest that the TRIM15/YY2/FOXRED1 axis modulates the sensitivity to ferroptosis‐inducing compounds.

## 3 Discussion

Obesity and metabolic syndrome are major causes of cancer development.^[^ ^43^ ^]^ Among these obesity‐induced cancers, the incidence of EAC is significantly and positively correlated with obesity.^[^ ^1^ ^]^ Targeted lipid metabolism therapy is effective in reducing the risk of many cancers, including EAC.^[^ ^6^, ^44^ ^]^ Visceral fat in obese people releases large amounts of pro‐inflammatory cytokines (TNF‐α, IL‐6, and adipokines, etc.), which further induce tumorigenesis.^[^ ^45^, ^46^, ^47^ ^]^ Notably, studies have demonstrated that the inflammatory factors TNF‐α and IL‐22 induce elevated TRIM15 expression in cells.^[^ ^12^, ^48^ ^]^ Few studies have addressed obesity‐associated lipid metabolic disorders in EAC. We therefore performed RNA‐seq on subcutaneous EAC tumors from nude mice fed a HFD or ND. Among the top five significantly differentially expressed genes (DEGs), TRIM15 ranked first. 

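By fitted log2 fold change, the 5 highest of the 17012 genes tested in the xenografts were TRIM15, SERPINB4, SERPINB3, SAMSN1 and MEFV, in this order, and all 5 were past the threshold. Ordered by p-value from edgeR's quasi-likelihood test, SERPINB4 was at rank 6, SERPINB3 at 7, MEFV at 147, TRIM15 at 1528 and SAMSN1 at 2667. The largest falls among genes with a mean of at least 1 CPM were those of GPNMB, SERPIND1 and IGFL1P1, with log2 fold changes of -3.50, -3.39 and -3.33. IGFL1P1 is a pseudogene whose reads could be shared with related genes.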

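SERPINB4 (ENSG00000206073) rose from 0.413 ± 0.099 CPM (SD, n = 3) in ND xenografts to 13.2 ± 0.72 (SD, n = 3) in HFD xenografts, a log2 fold change of 5.08 (standard error 0.15, adjusted p = 4.91e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SERPINB3 (ENSG00000057149) rose from 0.444 ± 0.105 to 12.6 ± 0.649 CPM (SD, n = 3 each), a log2 fold change of 4.77 (standard error 0.14, adjusted p = 5.62e-13 from the same edgeR test). The 2 genes are near-identical paralogs, and the authors' counting could have split reads between them, so their separate values are uncertain.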

Previous studies have clearly demonstrated that inflammatory factors promote the transcriptional upregulation of TRIM15 via the NF‐κB signaling pathway.^[^ ^12^ ^]^ As members of the serine protease inhibitor family, SERPINB4^[^ ^49^ ^]^ and SERPINB3^[^ ^50^ ^]^ primarily function as proto‐oncogenes to drive tumor cell proliferation; however, their association with inflammatory factors remains unclear. SAMSN1 is primarily associated with the induced differentiation of macrophages.^[^ ^51^ ^]^ Although MEFV is mainly involved in inflammatory regulation,^[^ ^52^ ^]^ its role in tumors has been poorly studied and remains ambiguous. Therefore, we focused on TRIM15 for subsequent investigations. 

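SAMSN1 (ENSG00000155307) had 12, 12 and 20 counts in the HFD xenografts and 3, 2 and 2 in the ND xenografts, where all libraries lay at or under 3 counts. It was at least 5.42-fold higher in the HFD group (adjusted p = 5.96e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MEFV (ENSG00000103313) rose from 0.826 ± 0.0997 to 5.62 ± 0.165 CPM (SD, n = 3 each), a log2 fold change of 2.76 (standard error 0.14, adjusted p = 2.04e-10 from the same edgeR test). From the first rank of TRIM15 and from what it says is known and unknown of the other genes, the paper reasons that TRIM15 was the gene to follow.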

Consistently, HFD mice had elevated plasma lipids and inflammatory factors. These inflammatory factors promoted *TRIM15* transcription via NF‐κB pathway activation, ultimately driving *TRIM15* upregulation in EAC cells.

TRIM is a family of proteins belonging to the E3 ubiquitin ligases that play a pivotal role in lipid metabolism, associated with a multitude of diseases, including cancer.^[^ ^53^ ^]^ TRIM8 exacerbates hepatic metabolic disorders by targeting TAK1 and activating the JNK/p38 and NF‐κB signaling pathways, leading to the development of HFD‐associated nonalcoholic fatty liver disease (NAFLD).^[^ ^54^ ^]^ Similarly, enhanced TRIM67 expression may contribute to the progression of obesity‐induced NAFLD by activating hepatic inflammation to disrupt lipid metabolic homeostasis.^[^ ^17^ ^]^ Furthermore, TRIM67 plays a role in the hypothalamus function in regulating energy homeostasis through the NF‐κB pathway.^[^ ^55^ ^]^ Meanwhile, TRIM16,^[^ ^56^ ^]^ TRIM31,^[^ ^18^, ^57^ ^]^ TRIM59,^[^ ^58^ ^]^ TRIM38,^[^ ^59^ ^]^ and TRIM56^[^ ^60^ ^]^ play key roles in the development of HFD‐induced NAFLD/NASH. Interestingly, specific knockdown of TRIM28 in adipocytes leads to the development of obesity, a process involving alterations in lipolysis and TG metabolism.^[^ ^19^ ^]^ It is clear that the TRIM family is involved in the progression of many obesity‐associated diseases by dysregulating lipid metabolism, but the biological function of the TRIM family in obesity‐induced EAC is unknown. Combining the previous studies and the RNA‐seq results in our HFD mouse model, we focused on *TRIM15*.

It is well established that cancer cells exhibit altered cellular metabolism and energy production.^[^ ^61^ ^]^ Multiple pathways and processes alter cellular utilization of metabolites and chemicals, promoting abnormal cell replication, tumor formation, and immune escape.^[^ ^62^ ^]^ Concurrently, obesity can induce subtle alterations in the microenvironment, leading to pronounced cell signaling involving lipid compounds, ultimately facilitating malignant tumor progression.^[^ ^63^ ^]^ Dysfunction of TRIM15 protein has been associated with the progression of various tumors, including esophageal squamous carcinoma,^[^ ^64^ ^]^ non‐small cell lung cancer,^[^ ^65^ ^]^ gastric adenocarcinoma^[^ ^66^ ^]^ and pancreatic cancer.^[^ ^13^ ^]^ In previous studies, we demonstrated that TRIM15 dysregulates lipid metabolism to promote pancreatic cancer invasion and metastasis.^[^ ^10^ ^]^ Furthermore, we found that TRIM15 could regulate the sensitivity of Hepatocellular carcinoma cells to TKIs by forming a regulatory loop with the AKT/FOXO1 axis and LASP1.^[^ ^11^ ^]^ Differently, in our present study, we identified TRIM15 as a key molecule in obesity‐associated EAC. Further studies revealed that TRIM15 promotes tumor progression by mediating the ubiquitination and subsequent degradation of YY2, disrupting lipid and energy metabolism regulation in EAC cells by inhibiting *FOXRED1* transcription. Notably, our lipid metabolomics results showed that alterations in YY2 and FOXRED1 significantly affect the abundance of various lipid metabolites in EAC cells, regulating tumor progression mainly through the glycerophospholipid metabolic pathway.

More important, lipid metabolism controls ferroptosis by regulating phospholipid peroxidation and several other cellular processes involved in phospholipid peroxidation.^[^ ^15^, ^16^ ^]^ Interestingly, we found that TRIM15 is involved in regulating the ferroptosis process in EAC cells. Ferroptosis is an iron‐dependent regulatory cell death, and ferroptosis induction therapy has emerged as a pivotal strategy in oncology.^[^ ^14^ ^]^ Developing small‐molecule drugs targeting the ferroptosis‐regulated pathway is of particular significance.^[^ ^14^, ^67^ ^]^ Increasing experimental evidence suggests that many metabolic pathways, including cellular respiration, lipid metabolism, and amino acid metabolism, contribute to ferroptosis through Lipid Reactive Oxygen Species (L‐ROS) production.^[^ ^14^, ^68^ ^]^ Meanwhile, Li et al. have shown that YY2 regulates ferroptosis in tumor cells through the SLC7A11/GSH synthesis axis.^[^ ^24^ ^]^ The system XC^−^ is a heterodimeric complex consisting of two integral membrane proteins, SLC3A2 and SLC7A11.^[^ ^69^ ^]^ SLC3A2 functions as a chaperone for SLC7A11, playing a pivotal role in maintaining the structural integrity of SLC7A11 and regulating its trafficking to the plasma membrane.^[^ ^69^, ^70^ ^]^ Specifically, system XC^−^ mediates the extracellular uptake of cystine, a rate‐limiting precursor for GSH synthesis, while concomitantly releasing glutamic acid into the extracellular milieu.^[^ ^71^ ^]^ GSH, a tripeptide antioxidant, is indispensable for protecting cells from oxidative stress and maintaining the delicate equilibrium of the cellular redox state.^[^ ^72^ ^]^ At the same time, as a GSH‐dependent peroxidase, the main function of GPX4 is to catalyze the reaction between GSH and lipid peroxides, reducing the toxic lipid peroxides to their corresponding alcohols while GSH is oxidized to GSSG.^[^ ^72^, ^73^, ^74^ ^]^ In our study, we discovered that the TRIM15/YY2/FOXRED1 axis regulates the expression of SLC3A2 through the mTOR/c‐MYC pathway, which in turn affects the expression of GPX4, and ultimately modulates the sensitivity of EAC cells to ferroptosis.

In summary, our study innovatively found that TRIM15 expression is upregulated in obesity‐associated EAC tumor tissues, emerging as a key molecule driving the proliferation stemming from obesity. We found that TRIM15 degraded YY2 protein, inhibiting FOXRED1 expression to promote EAC proliferation. Additionally, we elucidated the critical role of the TRIM15/YY2/FOXRED1 axis in dysregulating lipid metabolism, energy metabolism, and ferroptosis in EAC. In conclusion, our study provides new insights into the pathogenesis of obesity‐associated EAC and may provide ideal candidates for EAC drug development.

## 4 Experimental Section

### Cell Lines and Cultures

Esophageal adenocarcinoma (EAC) cell lines OE33 (Cat No. BH‐C232, Bohui Biological Technology), OE19 (Cat No. BH‐C247, Bohui Biological Technology), and 293T (Cat No. SNL‐015, Sunncell) cells were identified by STR. Cells were cultured in RPMI‐1640 (Gibco, USA) or DMEM (Gibco, USA) containing 10% fetal bovine serum (FBS) (Cat No. AC03L055, Shanghai Life‐iLab Biotech, China) and 1% penicillin‐streptomycin. Cultures were incubated at a constant temperature of 37 °C with 5% CO_2_ and tested periodically for mycoplasma‐free growth. EAC cells were treated with IL‐6 (50 ng mL^−1^, 48 h; Cat No. HY‑P7044, Med Chem Express), NF‐κB inhibitor (10 µM, 48 h; BAY‐11‐7082, Cat No. S1523, Beyotime), and Everolimus (1 µM, 24 h, Cat No. HY‐10218, Med Chem Express) for further studies. EAC cells were treated with glycerophospholipids (GPLs) (PC (10  µg mL^−1^, 48 h; Cat No. HY‐B2235, Med Chem Express), PE (10  µg mL^−1^, 48 h; Cat No. HY‐W250118, Med Chem Express), LysoPC (10  µg mL^−1^, 48 h; Cat No. HY‐139414, Med Chem Express), LysoPA (10  µg mL^−1^, 48 h; Cat No. HY‐157639A, Med Chem Express)) for further studies. EAC cells were treated with ferroptosis‐inducing compounds RSL3 (1 µM, 24 h; Cat No. HY‐100218A, Med Chem Express) and IKE (10 µM; Cat No. HY‐114481, Med Chem Express) for further studies.

### Transfection Plasmids

Plasmid cell transfection was performed by using Lipofectamine acetamide 2000 (Cat No. 11 668 019, Thermo Fisher Scientific, USA) according to the manufacturer's instructions when the cells were grown to the appropriate density in a culture plate or dish. In addition, stably transfected cells were obtained through ≈3 weeks of puromycin screening. The sequences of all short hairpin RNA (shRNAs) are listed in Table S1 (Supporting Information).

### Immunohistochemistry (IHC)

EAC tumor tissues were collected from the Department of Thoracic Surgery, The Second Xiangya Hospital of Central South University, and informed consent was signed by the patients. The study was approved by the Clinical Research Ethics Committee of The Second Xiangya Hospital of Central South University (NO. LYEC2024‐K0220). Esophageal and gastric cardia adenocarcinoma tissue microarrays (Cat No. D046Ca01, China) were purchased from Bioaitech. Immunohistochemical analysis was performed using specific antibodies. IHC scores were determined by two independent pathologists who were unaware of the patient's data. The IHC score was calculated based on the intensity of cell staining (0/1/2/3) and the positivity rate (0‐100% positive cells). The IHC score was equal to the product of the intensity of staining and the positivity rate. Antibodies used for IHC are shown in Table S2 (Supporting Information).

### CCK‐8 Assay

EAC cells with different treatments were seeded into 96‐well plates (3000 cells per well). The next day, after washing once with PBS, CCK‐8 reagent (Cat No. AC11L054, Shanghai Life‐iLab Biotech, China, 20 µL) was added to each well, and the optical absorbance at 450 nm was measured by using a microplate reader for 5 consecutive days.

### Colony Formation Assay

EAC cells treated with different treatments were inoculated into 6‐well plates (1000 cells per well) by cell counting. After 2 weeks, the cells were washed twice with PBS, fixed with 4% paraformaldehyde for 20 min, then stained with 1% crystal violet staining solution (Cat No. C0121, Beyotime) for 30 min, and finally washed three times with PBS. After drying, the cells were photographed and counted.

### Oil Red O Staining

Cells or frozen sections of tissues were fixed in 4% paraformaldehyde at room temperature for 20 min. A 70% ethanol solution was used to rinse once, and then oil red staining solution was added for 8 min. 70% ethanol solution was used to wash again and rinsed under running water for 30 s. Hematoxylin staining solution was used for 2 min for glycerol gelatin sealing. Finally, the samples were analyzed by microscopic observation.

### Quantitative real‐time PCR (RT‐qPCR)

Total RNA was extracted with TRIzol reagent (Cat No. AG21102, Accurate Biotechnology, Hunan, China) and reverse transcribed into complementary DNA using PrimeScript RT reagent kit (Cat No. AG11728, Accurate Biotechnology, Hunan, China). RT‐qPCR was performed using the TBGreen Fast qPCR Mix kit (Cat No. AG11701, Accurate Biotechnology, Hunan, China). β‐actin was used as an internal reference gene, and the 2^−ΔΔCt^ method was used to quantify the fold change. The primer sequences used for RT‐qPCR are shown in Table S3.

### Western Blotting

EAC cells after different treatments were collected, cells were washed twice with pre‐cooled PBS, and RIPA lysate (Cat No. P0013C, Beyotime) containing phosphatase inhibitor and protease inhibitor was added to the cells and lysed on ice for 30 min. Subsequently, the cell lysate was centrifuged at 12000 rpm for 15 min at 4 °C, and the supernatant was collected. The protein concentration of each group of cells was determined using a protein quantification kit (Cat No. P0012S, Beyotime). Protein lysates from each group of cells were separated by SDS‐PAGE, and the proteins were transferred to a PVDF membrane. Next, the protein‐laden PVDF membrane was incubated with a specific antibody (primary antibody) overnight. The next day, the PVDF membrane was washed three times with 1×TBST and then incubated with the secondary antibody for 2 h. The membrane was then washed three times with 1×TBST and then detected on the machine by enhanced chemiluminescence. Antibodies used for protein blotting are shown in Table S2 (Supporting Information).

### Co‐immunoprecipitation (Co‐IP)

Western/IP lysis buffer (Cat No. P0013, Beyotime) was added to the collected EAC cells and placed on ice for 30 min to fully lyse. Subsequently, the supernatant was collected by centrifugation at 12 000 rpm and 4 °C for 15 min. 80 µL of the supernatant was taken as INPUT, and the remaining supernatant was added with an appropriate amount of primary antibody and protein A/G agarose beads (Cat No. P2029, Beyotime) and rotated and incubated overnight at 4 °C. The next day, the beads were collected by centrifugation at 3000 rpm and washed six times with Western/IP lysis buffer. The proteins were separated by SDS‐PAGE gel electrophoresis after resuspension in 1×Sampling Buffer and boiling for 10 min, and transferred to PVDF membranes. The subsequent steps were consistent with Western blotting. Specific antibodies used for Co‐IP are listed in Table S2 (Supporting Information).

### Chromatin Immunoprecipitation (ChIP) Assay

Chromatin immunoprecipitation was performed using the ChIP Assay Kit (Cat No. P2078, Beyotime) according to the manufacturer's instructions. Briefly, cells were lysed, and chromatin was immunoprecipitated using protein A+G agarose/salmon sperm DNA and anti‐YY2 antibody or normal rabbit IgG, uncrosslinked for 4 h at 65 °C, and treated with 0.5 M EDTA, 1 M Tris (pH 6.5), and 20 mg mL^−1^ proteinase K. The immunoprecipitated chromatin was subjected to PCR using PrimeSTAR Max.

### Dual‐luciferase Reporter Assay

EAC cells were seeded into 6‐well plates (≈8 × 10^5^ cells per well). 24 h later, cells were cotransfected with the indicated shRNAs or overexpression vectors and Renilla luciferase expression vector (internal control) (pRL‐SV40, Promega). After 48 h, luciferase activity was measured using a dual‐luciferase assay system (Promega). The relative light units of luciferase were normalized to the corresponding Renilla luciferase activity.

### High‐Fat Diet (HFD) and Xenograft Nude Mouse Models

All animal experimental procedures were approved by the Ethics Committee of The Second Xiangya Hospital of Central South University (NO. 20 240 256). BALB/c‐nu nude mice (4‐week‐old, male) were purchased from SJA Laboratory Animal Company (Hunan, China) and kept under pathogen‐free conditions for one week before the experiment. The mice were divided into two groups: high‐fat diet (35.0% fat, 26.0% carbohydrate, and 26.0% protein) and normal diet (4.3% fat, 67.3% carbohydrate, and 19.2% protein).^[^ ^75^ ^]^ Mice fed the HFD and with body weights exceeding the mean + 2× SD of the ND group. After 8 weeks of feeding, EAC cells (5 × 10^6^) were dispersed in 100 µL of PBS and inoculated subcutaneously on the left dorsal side of nude mice, which were continued to be fed with the corresponding diets. 21 days later, all mice were executed after anesthesia (40 mg kg^−1^ pentobarbital sodium), and blood was collected from the retro‐orbital venous plexus and retained for assessment of metabolites or adipokines, and the tumor tissues were removed subcutaneously for subsequent experiments.

EAC cells in PBS (5 × 10⁷ cells/mL) and subcutaneously injected 100 µL of the suspension into the dorsum of nude mice. The subcutaneous tumor volume was measured every 3 days with calipers and estimated as follows: tumor volume (mm^3^) = (width)^2^ × length × 1/2. To evaluate the therapeutic efficacy of IKE in a subcutaneous tumor‐forming model in nude mice, mice were treated with IKE (dissolved in vehicle (10% DMSO, 40% PEG300, 5% Tween 80, and 45% saline) and intraperitoneal injection, 50 mg kg^−1^, once every other day) or vehicle starting on day 9 after inoculation with different groups of EAC cells. After 21 days, the nude mice were euthanized, and the tumor tissues were taken subcutaneously and weighed, followed by immunophenotyping by IHC. The corresponding antibodies are listed in Table S2 (Supporting Information).

### Lipid Metabolomics Analysis

Lipid metabolomics analysis was carried out by Shanghai Bioprofile Biotechnology (China). Briefly, 200 µL of pre‐cooled 75% methanol was added to EAC cells (1 × 10^7^ cells), vortexed evenly, and sonicated on ice for 15 min. Add 1 mL of pre‐cooled MTBE and vortex for 1 h in a refrigerator at 4 °C, continue sonicating on ice for 30 min. Add 100 µL of water, vortex for 1 min, and then place for 10 min. Centrifuge the cells at 14 000 g for 15 min at 4 °C, remove the supernatant, and air dry the precipitate. 200 µL SDT was added to the precipitate, and the protein concentration was quantified by the BCA method. The supernatant was taken, and the precipitate was air‐dried. Based on the amount of protein in the sample, the sample was reconstituted with 55 µL isopropanol/methanol (1/1, v/v), transferred to the injection bottle, centrifuged at 20 000 g for 20 min at 4 °C, and the supernatant was taken into the sample for analysis. Preparation of quality control (QC) samples: Aliquots of each group of samples were mixed as QC.

Chromatography‐Mass Spectrometry: The samples were placed in an autosampler at 4 °C throughout the analysis, and the samples were analyzed on a SHIMADZU‐LC30 Ultra‐High Performance Liquid Chromatography (UHPLC) system using an ACQUITY UPLC HSS C18 (2.1 × 100 mm, 1.9 µm) (Waters, Milford, MA, USA) column. Subsequently, detection was carried out in electrospray ionization (ESI) positive and negative ion modes, respectively. The samples were separated by UHPLC and analyzed by mass spectrometry using a Q Exactive Plus mass spectrometer (Thermo Scientific). Finally, the software MSDAIL (Version 4.0.9) was used for lipid identification and quantification, among other processes.

### CUT&Tag Analysis

CUT&Tag analysis was performed at Jiayin Biotechnology Ltd (Shanghai, China). Shortly, cell nuclei were isolated from the OE33 cells with overexpressing Flag‐YY2 or EV. The purified nuclei (≈5 × 10^5^) were washed and incubated with Concanavalin A‐coated magnetic beads. The purified nuclei were then resuspended in dig‐wash buffer (with a 1:50 dilution of YY2 antibody or IgG as a control) and incubated overnight at 4 °C on a rotary platform. The beads were then washed in dig‐wash buffer and incubated with a compatible secondary antibody. Protein A‐Tn5 transposome was added to the beads for further incubation after secondary antibody incubation. Tn5 cuts the DNA fragments around the nucleosomes. Adapter sequences were added. The cells were then resuspended in tagmentation buffer and incubated at 37 °C for 1 h. DNA was purified via phenol‐chloroform‐isoamyl alcohol extraction and ethanol precipitation. Sequencing was performed on the Illumina Novaseq 6000 (manufacturer's information) using the pe150 sequencing protocol.

### Statistical Analysis

All data were statistically analyzed using GraphPad Prism software (version 8.0). Statistical significance was determined using an unpaired Student's t‐test (for two groups) or one‐way/two‐way ANOVA with post‐hoc tests (for >2 groups). Data are presented as mean ± standard deviation (SD). All statistical details of the experiments are mentioned in the legend, and all tests were two‐sided; a *p*‐value<0.05 was considered statistically significant.

### Ethics Approval and Consent to Participate

The study was conducted in accordance with the principles of the Declaration of Helsinki. It was approved by the Clinical Research Ethics Committee of the Second Xiangya Hospital of Central South University (No. LYEC2024‐K0220).

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

H.W., C.Y., D.L., Pi.L., Z.Z., W.P., D.P., and H.S. performed methodology. H.W., C.Y., D.L., and P.L. performed formal analysis. H.W. wrote the original draft. H.W. and X.J. performed writing, reviewing, and editing. C.Y., X.X., and H.W. performed funding acquisition. X.X., H.W., and X.J. performed project administration and investigation.

## Supporting information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author (**Xin Jin**, **E‐mail**: ) on reasonable request. The sequencing data were deposited in the GEO public dataset (**GSE293844**).

# Supplementary material for: Obesity‐Associated TRIM15 Promotes the Proliferation of Esophageal Adenocarcinoma Through the YY2/FOXRED1 Axis
**Source:** Adv Sci (Weinh). 2025 Nov 14;13(4):e17330. doi: 10.1002/advs.202417330
**Supplement:** Supplementary file 1 — Supporting Information

**Supplementary Methods**

**Meta-analysis**

Following the guidelines outlined by the Preferred Reporting Items for Systematic Reviews and Meta-Analyses (PRISMA)[1], we conducted a comprehensive selection criteria and statistical analysis of the literature. We utilized the following search terms: “abdominal obesity (AO)” or “central adiposity” or “visceral obesity”, “esophageal adenocarcinoma (EAC)” or “oesophageal adenocarcinoma (OAC)” or “adenocarcinoma of the esophagus”, and “Barrett esophagus (BE)” or “Barrett's oesophagus (BO)” to search for relevant studies in Pubmed, Embase, and Cochrane Library databases up to November 2024.

Studies were included when the following criteria were fulfilled: (1) Case-control and cohort studies were chosen to assess the association between EAC/BE and obesity; (2) Accurate definition of EAC or BE with histological evidence; (3) Well-defined obesity estimated by (BMI, kg/m^2^); (4) Studies reported OR and weighted mean difference (WMD) with 95% CI; (5) Studies (not case reports or meta-analyses) including estimation risk and initial data.

**Plasmid Construction**

The shRNA and overexpression plasmids were constructed through a sequential workflow. First, 19-21 nt target-specific sequences were selected from the coding region of the gene of interest, followed by homology screening via NCBI BLAST to eliminate sequences with high similarity to non-target genes. Subsequently, complementary strands and a 4-10 nt loop sequence were designed to form a hairpin structure, with restriction enzyme sites incorporated at both ends of the shRNA sequence. Next, synthesized complementary oligonucleotides (Tsingke Biotechnology, China) were dissolved in 50 μL sterile ddH₂O, mixed in equal volumes, and annealed in a thermal cycler (95°C for 5 min, then cooled to 25°C at 0.1°C/s). For plasmid assembly, the shRNA vector (pLV3-U6-MCS-shRNA-CopGFP-Puro) or overexpression vector (PCDH-3×HA/Flag/His-puro-GFP) was digested with appropriate restriction enzymes (37°C, 3 h), purified via agarose gel electrophoresis, and ligated to annealed oligonucleotides at a 5:1 molar ratio using T4 DNA ligase (25°C, 3 h). Following ligation, the recombinant plasmids were transformed into CaCl₂-treated E. coli competent cells via heat shock (42°C, 90 s), recovered in antibiotic-free LB medium (37°C, 1 h), and plated on ampicillin-containing LB agar for overnight incubation (37°C). To screen positive clones, single colonies were cultured in ampicillin-LB broth (37°C, overnight), and plasmid DNA was extracted, restriction-digested, and verified by PCR. Confirmed clones were sequenced (Tsingke Biotechnology). Finally, validated clones were amplified in large-scale LB cultures (37°C, 12-16 h), and plasmids were purified using a maxi-prep kit, quantified spectrophotometrically, and stored at -20°C.

**Measurement of cell triglyceride (TG), phosphatidylcholine (PC) content, NAD^+^/NADH analysis and Glucose uptake assay**

Triglyceride Fluorometric Assay Kit (E-BC-F033, Elabscience Biotechnology Co.,Ltd. China) was used to measure the TG content in EAC cells. EAC cells (5×10^6^) were homogenised with 1 mL of Extraction Solution, centrifuged at 10,000 × g for 10 min, and the supernatant was taken for measurement. Analysis was conducted according to the instructions of the manufacturer.

Cellular phosphatidylcholine (PC) levels were measured by using a [Phosphatidylcholine Colorimetric Assay Kit](https://www.elabscience.cn/p-phosphatidylcholine_pc_colorimetric_assay_kit-e_bc_k796_m) (E-BC-K796-M, Elabscience Biotechnology Co.,Ltd. China) following the manufacturer’s instructions.

Cells (1×10⁶) were seeded into 6-well plates. Intracellular NAD⁺ and NADH in cell extracts were then analyzed. Concentrations were determined using a NAD⁺/NADH Fluorescence Detection Kit (Cat No. S0175, Beyotime), following the manufacturer's instructions strictly.

Cells were seeded at a density of 1×10⁴ cells/well in 96-well plates and processed using the Cell-Based Glucose Uptake Assay Kit (Cat No. S0554S, Beyotime) following the manufacturer's protocol. Absorbance was measured at 450 nm using a microplate reader.

**Measurement of cellular adenosine triphosphate (ATP) and GSH content**

200 µl of lysate was added to each well of a 6-well plate to fully lyse the EAC cells. Centrifugation was performed at 12,000 g for 5 min at 4℃ and the supernatant was removed. The supernatant was used for subsequent assays according to the manufacturer's instructions of the ATP Assay Kit (Cat No. S0026, Beyotime). Briefly, take the appropriate amount of ATP assay reagent and add 100 µl of ATP assay working solution to the assay tube. Allow to stand at room temperature for 3-5 min, add 20 microliters of sample or standard to the assay wells or tubes, mix quickly, and after a minimum interval of 2 s, the RLU values were determined by luminometer.

To determine the level of GSH in EAC cells, the cells were washed once with PBS, collected by centrifugation and the supernatant was aspirated. A 3-fold amount of Protein Removal Reagent M solution was added to the cell sediment volume and fully Vortex. after taking the supernatant, the total glutathione level was determined according to the manufacturer's instructions (Cat No. S0053, Beyotime).

**Glutathione S-transferase (GST) Pull-down**

Glutathione-agarose beads (GE Healthcare Life Sciences, USA) were used to isolate GST fusion proteins. Cells were lysed with Western/IP lysis buffer (Cat No. P0013, Beyotime), placed on ice for 30 min, and then incubated with the beads at 4℃ overnight. The next day, the beads were washed six times with Western/IP lysis buffer and boiled for 10 minutes with 1× Sampling Buffer. The bound proteins were analyzed by western blotting and stained with Caumas Brilliant Blue to analyze protein interactions.

**RNA sequencing and analysis**

RNA sequencing was performed at Glbizzia Biotechnology Ltd (Beijing, China). Briefly, 1×10^6^ EAC cells were harvested and total RNA was extracted using TRIzol reagent (Cat No. AG21102, Accurate Biotechnology, Hunan, China) according to the standard protocol. RNA integrity was assessed using the Fragment Analyzer 5400 (Agilent Technologies, CA, USA). Total RNA was used as the starting material for RNA sample preparation. Sequencing libraries were generated using the NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, USA) according to the manufacturer's recommendations, and index codes were added to assign sequences to each sample. The mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was performed using divalent cations at elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5×). First-strand cDNA was synthesised using random hexamer primers and M-MuLV reverse transcriptase (RNase H). Second-strand cDNA was then synthesised using DNA Polymerase I and RNase H. Exonuclease/polymerase activities converted remaining overhangs into blunt ends. After adenylation of the 3' ends of the DNA fragments, NEBNext adaptors with a hairpin loop structure were ligated in preparation for hybridisation.

To preferentially select cDNA fragments of 250~300 bp in length, library fragments were purified using the AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 µl of USER enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37℃ for 15 min followed by 5 min at 95℃ before PCR. PCR was then performed using Phusion High-Fidelity DNA Polymerase, Universal PCR primers and Index (X) primers. Finally, PCR products were purified (AMPure XP system) and library quality was assessed using the Qseq 100 instrument. Clustering of the indexed samples was performed on a cBot cluster generation system using the MGIEasy Fast RNA Kit (MGI Tech Co., Ltd., Shenzhen, China) according to the manufacturer's instructions. After cluster generation, the library preparations were sequenced on a DNBSEQ-T7 platform (MGI Tech) and 150 bp paired-end reads were generated.

**Proteomics analysis**

Proteomics analysis was performed at Shanghai Applied Protein Technology Co., Ltd. The extraction of proteins from EAC cells was conducted using a solution of sodium dodecyl sulphate (SDS, 4 %), Tris-HCl buffer (100 mM), DTT (1 mM), and pH 7.6. The quantity of protein was determined using the BCA Protein Assay Kit (Bio-Rad, USA). The protein digestion was conducted in accordance with the Filter-Assisted Sample Preparation (FASP) procedure, as described by Matthias Mann. The peptides resulting from the digestion of each sample were desalted on C18 cartridges (Empore™ SPE Cartridges C18 (standard density), bed I.D. 7 mm, volume 3 ml, Sigma), concentrated by vacuum centrifugation and reconstituted in 40 µL of 0.1 % (v/v) formic acid. Subsequently, 20 µg of protein from each sample was combined with 5 × loading buffer and heated for 5 min. The proteins were subjected to electrophoresis on a 12.5 % SDS-PAGE gel at a constant current of 14 mA for a duration of 90 min. The protein bands were visualised by means of Coomassie Blue R-250 staining.

LC-MS/MS analysis was conducted on a timsTOF Pro mass spectrometer (Bruker), which was coupled to a Nanoelute (Bruker Daltonics) for 60, 120, or 240 min. The peptides were applied to a reverse-phase trapping column (Thermo Scientific Acclaim PepMap100, 100 μm*2 cm, nanoViper C18) connected to the C18 reversed-phase analytical column (Thermo Scientific Easy Column, 10 cm long, 75 μm internal diameter, 3 μm resin) in buffer A (0.1 % formic acid) and separated with a linear gradient of buffer B (84 % acetonitrile and 0.1 % formic acid) at a flow rate of 300 nl/min controlled by IntelliFlow technology. The mass spectrometer was operated in positive ion mode. The mass spectrometer collected ion mobility MS spectra over a mass range of m/z 100 - 1700 and 1/k0 of 0.6 to 1.6, and then performed 10 cycles of PASEF MS/MS with a target intensity of 1.5 k and a threshold of 2500. Active exclusion was enabled with a release time of 0.4 min. Subsequently, the MS raw data for each sample were combined and subjected to identification and quantitation analysis using the MaxQuant 1.5.3.17 software.

**Mass spectrometry**

The reaction solution (1 % SDC/100 mM Tris-HCl, pH=8.5/10 mM TCEP/40 mM CAA) was added to the samples and incubated at 95℃ for 10 min to complete the denaturation, reduction and alkylation of the proteins. The samples were then subjected to centrifugation, after which the supernatants were collected and diluted by the addition of an equal volume of ddH2O. Trypsin was added at a mass ratio of enzyme to protein of 1:50, and the digestion was carried out by incubation and oscillation at 37℃ overnight. The next day, TFA was added to terminate the digestion reaction. The samples were centrifuged at 12,000 g, the supernatants were taken and desalted with a homemade SDB desalting column, vacuum-dried and frozen at -20℃.

Mass spectrometry analyses were performed using a Bruker timsTOF Pro liquid-mass spectrometry system. The UltiMate 3000 RSLCnano system (Thermo) was connected to the timsTOF Pro via a CaptiveSpray nanoliter ion source (Bruker). Pro connection. Peptide samples were bound to a C18 Trap column (75 µm×2 cm, 3 µm particle size, 100 Å pore size, Thermo) via an autosampler feed and separated in a reversed-phase C18 analytical column (75 µm×15 cm, 1.7 µm particle size, 100 Å pore size, IonOpticks). A separation gradient was established by mobile phase A (0.1% formic acid) and mobile phase B (0.1% formic acid/99.9% acetonitrile). The mass spectrometer was operated in PASEF mode with the capillary voltage set to 1500 V. The acquisition range of MS1 and MS2 spectra was set to 100 to 1700 m/z. The ion mobility 1/K0 range was set to 0.75 to 1.4 Vs/cm^2^. The accumulation time and ramp time were set to 100 ms. The acquisition cycle time was 1.16 s and consisted of one full MS1 scan and 10 PASEF MS2 scans. Singly charged parent ions were excluded by the ion mobility signature. Parent ions with signals above 1000 could be singled out for fragmentation. Target intensity was set to 10000.The isolation window of the quadrupole was set to 2.0 Da (m/z 700), 3.0 Da (m/z 800). The collision energy was set to decrease linearly from 59 eV at 1/K0=1.6 Vs/cm^2^ to 20 eV at 1/K0=0.6 Vs/cm^2^ according to the ion mobility setting.The dynamic exclusion time was set to 0.4 min. The mass spectral raw data were analysed using MaxQuant (V2.0.1.0) software, and the database search algorithm used was the built-in Andromeda.

**Biochemical Index Analysis in mouse blood**

Mice were fasted for 12 h, and tail blood was taken to measure fasting blood glucose using a glucometer (Accu-Chek; Roche Diagnostics GmbH, Germany). Mouse INS (insulin) ELISA kit (E-EL-M1382, Elabscience Biotechnology Co.,Ltd. China) was used to determine insulin levels. Fasting insulin resistance index (HOMA-IR) = fasting glucose × fasting insulin/22.5. Next, blood collected from the retro-orbital venous plexus of mice was centrifuged at 2000 r/min for 20 minutes. Plasma was separated and assayed for triglycerides (TG), serum cholesterol (CHO), low-density lipoprotein (LDL), high-density lipoprotein (HDL), tumour necrosis factor-ɑ (TNF-α), interleukin-6 (IL-6), and Interleukin 1 Beta (IL-1β). TG Colorimetric Assay Kit (E-BC-K261-M, Elabscience Biotechnology Co.,Ltd. China), TC Colorimetric Assay Kit (E-BC-K109-M, Elabscience Biotechnology Co.,Ltd. China), LDL Assay Kit (E-BC-K205-M, Elabscience Biotechnology Co.,Ltd. China) and HDL Colorimetric Assay Kit (E-BC-K221-M, Elabscience Biotechnology Co.,Ltd. China) were used to detect TG, CHO, LDL and HDL levels in mouse plasma. Mouse IL-1β ELISA Kit (E-EL-M0037, Elabscience Biotechnology Co.,Ltd. China), mouse IL-6 ELISA kit (E-EL-M0044, Elabscience Biotechnology Co.,Ltd. China) and mouse TNF-α ELISA kit (E-EL-M3063, Elabscience Biotechnology Co.,Ltd. China) were used to detect IL-1β, IL-6 and TNF-α levels.

**Monitoring Cellular Oxygen Consumption Rate (OCR) and Extracellular Acidiﬁcation Rate (ECAR)**

Cellular OCR and ECAR were monitored using the Seahorse XF24 extracellular flux analyser (Seahorse Bioscience, Santa Clara, CA, USA). Briefly, cells (1×10^4^) were seeded onto XF24 cell culture microplates (Seahorse Bioscience) and pre-cultured overnight (37℃, CO_2_-free) in XF base medium (Seahorse Bioscience) containing 1 mM sodium pyruvate, 4 mM glutamax and 11 mM glucose. Basal OCR (ATP-coupled respiration), proton leak from oligomycin (1 µM) treatment and maximal OCR (including residual capacity) from FCCP (1 µM) treatment were monitored. Antimycin A (0.5 µM) was used to confirm mitochondrial OCR. ECAR was monitored and quantified under basal OCR conditions.

**Reference**

1. Page, M.J., et al., *The PRISMA 2020 statement: an updated guideline for reporting systematic reviews.* Bmj, 2021. **372**: p. n71.

**Supplementary figure 1.**

**A**, Flowchart of modeling of nude mice in HFD and ND groups. **B**, Body weight growth curves of mice in HFD and ND groups. Data presented as mean ± SEM with three replicates. *, *p*<0.05; **, *p*<0.01; ***, *p*<0.001. **C**-**E**, Biochemical and inflammatory indices in the blood of mice in the HFD and ND groups. Data presented as mean ± SEM with six replicates. *, *p*<0.05; **, *p*<0.01; ***, *p*<0.001. **F**-**I**, Plasma from mice in the HFD and ND groups was used to intervene with EAC cells, cells were collected for CCK-8 assay (**F**), colony formation assay (**G**), Western blot analysis (**I**), and RT-qPCR analysis (**J**). Data presented as mean ± SEM with three replicates. *, *p*<0.05; **, *p*<0.01; ***, *p*<0.001. **H** and **J**, Heatmap (**H**) and Volcano map (**J**) of the transcriptome sequencing analysis of the transplanted tumors in HFD and ND groups. **L**-**O**, EAC cells were treated with TNF-α, IL-6 and NF-κB inhibitor for 48 hours, cells were collected for RT-qPCR analysis (**L**), Western blot analysis (**M** and **N**), and dual luciferase assay (**O**). Data presented as mean ± SEM with three replicates. ns, not significant; **, *p*<0.01, ***, *p*<0.001.

**Supplementary figure 2.**

**A** and **B**, The prognosis of TRIM15 in EAD (Esophageal adenocarcinoma) (**A**) and the association between TRIM15 and BMI in ESCA (**B**) were determined by the UALCAN-TCGA data platform analysis. *p* values as indicated. **C**, The Barrett's esophagus tissues were analyzed by IHC staining by using the anti-TRIM15 antibody. Red areas, glandular cells with dysplasia; blue areas, glandular cells without dysplasia. D-**F**, OE19 cells were transfected with shTRIM15 plasmids for 72 hours. After puromycin selection, these cells were subcutaneously injected into the nude mice. These mice fed for HFD or ND. Tumor image (**C**), tumor mass (**D**), tumor growth curve (**E**). Data presented as mean ± SEM with six replicates. ***, *p*<0.001.

**Supplementary figure 3.**

**A**-**D**, EAC cells were transfected with EV or HA-TRIM15 plasmids for 48 hours. Cells were collected for Western blot analysis (**A**), RT-qPCR analysis (**B**), CCK-8 assay (**C**), and colony formation assay (**D**). Data presented as mean ± SEM with three replicates. **, *p*<0.01; ***, *p*<0.001. **E**-**I**, The proteomics analysis of OE33 cells after transfection with EV or HA-TRIM15 for 48 hours. Venn diagram (**E**), Domain enrichment analysis (**F** and **G**), Subcellular Localization (**H**), and PPI diagram (**I**). *p* values as indicated.

**Supplementary figure 4.**

**A**, 293T cells were infected with HA-TRIM15 and Flag-YY2 plasmids. After 48 h, Co-IP was performed and the IP samples were analyzed through Western blot analysis. **B** and **C**, EAC cells were transfected with shTRIM15 or shControl plasmids for 72 hours, cells were collected for Western blot analysis (**B**), and RT-qPCR analysis (**C**). Data presented as mean ± SEM with three replicates. ns, not significant. **D** and **E**, EAC or 293T cells were transfected with HA-TRIM15 or EV plasmids for 48 hours, cells were treated with MG132 (10 μM) or CQ (10 μM) for another 24 hours. Then cells were collected for Western blot analysis. **F**-**I**, OE33 cells were transfected with shTRIM15, HA-TRIM15 or HA-∆RING plasmids for 48 hours, cells were treated with Cycloheximide (50 μM) for another 24 hours. Then cells were collected for Western blot analysis at different time points. **J**, TRIM15 protein in OE33 whole cell lysate were pulled down by GST-TRIM15 recombinant proteins. * pointed to the expected molecular weight. **K**-**M**, 293T cells were infected with shTRIM15, HA-TRIM15, HA-∆RING and/or His-Ub (WT, K48, K63) plasmids for 48 hours, cells were treated with MG132 (10 μM) for another 24 hours. Then cells were collected for Co-IP and Western blot analysis.

**Supplementary figure 5.**

**A**-**M**, EAC cells were transfected with shYY2, Flag-YY2, or HA-TRIM15 plasmids for 48 or 72 hours. Cells were collected for Western blot analysis (**A**, **E** and **K**), RT-qPCR analysis (**B** and **F**), CCK-8 assay (**C**, **G** and **L**), colony formation assay (**D**, **H** and **M**), Cellular triglyceride assay (**I**), and Oil Red O Staining (**J**). Data presented as mean ± SEM with three replicates. ns, not significant; **, *p*<0.01; ***, *p<*0.001.

**Supplementary figure 6.**

**A**-**J**, The lipid metabolomics analysis of OE33 cells after transfection with EV or Flag-YY2 for 48 hours. The Principal Component Analysis (PCA) and Partial Least Squares Discriminant Analysis (PLS-DA) (**A**-**D**), Heat map (**E**), lipids count (**F**), differences in lipids content (**G**-**J**). *p* values as indicated.

**Supplementary figure 7.**

**A**, The peak map of the CUT&Tag sequencing analysis after transfection with EV or Flag-YY2 for 48 hours. **B**, Schematic diagram of *FOXRED1* reporter vectors. **C** and **D**, OE33 cells were transfected with Flag-YY2 or shYY2 plasmids for 48 or 72 hours. Cells were harvested for dual luciferase assay. Data presented as mean ± SEM with three replicates. ns, not significant; ***, *p*<0.001.

**Supplementary figure 8.**

**A**-**O**, EAC cells were transfected with shYY2, Flag-YY2, shFOXRED1 or HA-FOXRED1 plasmids for 48 or 72 hours. Cells were collected for Western blot analysis (**A**, **C**, **E**, **I** and **M**), RT-qPCR analysis (**B**, **D**, **F** and **J**), CCK-8 assay (**G**, **K** and **N**) and colony formation assay (**H**, **L** and **O**). Data presented as mean ± SEM with three replicates. ns, not significant; **, *p*<0.01; ***, *p*<0.001.

**Supplementary figure 9.**

**A**-**D**, OE33 cells were transfected with shTRIM15 plasmids for 72 hours. After puromycin selection, these cells were subcutaneously injected into the nude mice. These mice fed for HFD or ND. IHC staining by using the anti-YY2 (**A** and **B**) or anti-FOXRED1 antibody (**C** and **D**). Data presented as mean ± SEM with six replicates. *, *p*<0.05; **, *p*<0.01.

**Supplementary figure 10.**

**A**-**K**, The lipid metabolomics analysis of OE33 cells after transfection with shControl or shFOXRED1 for 72 hours. The PCA and PLS-DA results (**A**-**D**), Heat map (**E**), lipids count (**F**) and differences in lipids content (**G**-**K**). *p* values as indicated.

**Supplementary figure 11.**

**A**-**F**, EAC cells were transfected with shTRIM15, HA-TRIM15, shYY2, or shFOXRED1 plasmids for 48 or 72 hours. Cells were collected for determination of phosphatidylcholine content. Data presented as mean ± SEM with three replicates. ***, *p*<0.001. **G**-**J**, OE33 cells were transfected with shTRIM15, HA-TRIM15FOXRED1 plasmids or/and treated with glycerophospholipids for 72 hours. Cells were collected for CCK-8 assay (**G** and **H**), colony formation assay (**I** and **J**). ns, not significant; ***, *p*<0.001.

**Supplementary figure 12.**

**A**-**X**, EAC cells were transfected with shFOXRED1, HA-FOXRED1, shTRIM15 or HA-TRIM15 plasmids for 48 or 72 hours. Cells and spent medium were collected to measure relative ECAR (**A**, **G**, **M** and **S**), relative OCR (**B**, **H**, **N** and **T**), glucose consumption (**C**, **I**, **O** and **U**), lactate production (**D**, **J**, **P** and **V**), the ECAR (**E**, **K**, **Q** and **W**), and the OCR (**F**, **L**, **R** and **X**). Data presented as mean ± SEM with three replicates. *, *p*<0.05; **, *p*<0.01; ***, *p*<0.001.

**Supplementary figure 13.**

**A**-**B**, EAC cells were transfected with shTRIM15 and/or shFOXRED1 plasmids for 72 hours. Cells were collected to measure ATP content. Data presented as mean ± SEM with three replicates. **, *p*<0.01; ***, *p*<0.001. **C**-**G**, EAC cells were transfected with shTRIM15 or/and shFOXRED1 plasmids for 72 hours. Cells were collected for Western blot analysis (**C** and **D**), CCK-8 assay (**E**), and colony formation assay (**F** and **G**). Data presented as mean ± SEM with three replicates. ns, not significant; **, *p*<0.01; ***, *p*<0.001. **H** and **I**, OE33 cells were transfected with shTRIM15 or/and shFOXRED1 plasmids for 72 hours. After puromycin selection, these cells were subcutaneously injected into the nude mice. The grafted tumor was stained with oil red O. Data presented as mean ± SEM with six replicates. ***, *p*<0.001.

**Supplementary figure 14.**

**A** and **B**, The transcriptome sequencing analysis of OE33 cells after transfection with shFOXRED1 or shControl plasmids for 72 hours. Volcano map (**A**) and KEGG (**B**) enrichment analyses of the RNA-seq data. *p* values as indicated. **C**-**I**, EAC cells were transfected with shFOXRED1, shNDUFS2, shNDUFB9 and/or shControl plasmids for 72 hours, cells were treated with Nicotinamide (2 mM) for another 24 hours. Cells were collected for Western blot analysis (**C**-**E** and **I**), NAD^+^/NADH analysis (**F** and **G**), and Glucose uptake assay (**H**). Data presented as mean ± SEM with three replicates. *, *p*<0.05; **, *p*<0.01. **J**, The ChIP-seq of c-MYC showed the binding peak of c-MYC in the promoter region of *SLC3A2*. **K**, EAC cells were transfected with shc-MYC or shControl plasmids for 72 hours. Cells were collected for RT-qPCR analysis. Data presented as mean ± SEM with three replicates. **, *p*<0.01. **L**-**N**, EAC cells were transfected with shFOXRED1, shc-MYC or shControl plasmids for 48 hours, cells were treated with Everolimus (1 μM) for another 24 hours. Then cells were collected for ChIP-qPCR (**L**) and Western blot analysis (**M** and **N**). Data presented as mean ± SEM with three replicates. ns, not significant; ***, *p*<0.001.

**Supplementary figure 15.**

**A**-**L**, EAC cells were transfected with shYY2, shTRIM15, Flag-SLC3A2, HA-GPX4, shControl or/and EV plasmids for 48 or 72 hours, and treated with RSL3 (1 μM) for another 24 hours. Then cells were collected for intracellular GSH levels assay (**A**, **D**, **H**, and **J**), Western blot analysis (**B**, **G**, and **I**), transmission electron microscopy detection (**C**) (Blue arrows, mitochondria with obvious cristae; Red arrows, shrunken mitochondria) and lipid ROS levels assay (**E** and **F, K** and **L**). Data presented as mean ± SEM with three replicates. *, *p*<0.05; **, *p*<0.01; ***, *p*<0.001.

**Supplementary figure 16.**

**A**-**C**, EAC cells were transfected with shTRIM15 or/and shFOXRED1 plasmids for 48 hours, and treated with IKE (10 μM) for another 24 hours. Then cells were collected for intracellular GSH levels assay. Data presented as mean ± SEM with three replicates. *, *p*<0.05; ***, *p*<0.001. **D**-**H**, EAC cells were transfected with shTRIM15, Flag-YY2, HA-FOXRED1 plasmids for 48 hours, and treated with RSL3 (10 μM) and GPLs for another 24 hours. Then cells were collected for cell viability assay (**D**-**F**), and lipid ROS levels assay (**G** and **H**). Data presented as mean ± SEM with three replicates. **, *p<*0.01; ***, *p*<0.001.

# Supplementary material for: Obesity‐Associated TRIM15 Promotes the Proliferation of Esophageal Adenocarcinoma Through the YY2/FOXRED1 Axis
**Source:** Adv Sci (Weinh). 2025 Nov 14;13(4):e17330. doi: 10.1002/advs.202417330
**Supplement:** Supplementary file 2 — Supporting Information

**Table S1: The sequences of gene-specific shRNAs**

| **shTRIM15 #1** | 5’-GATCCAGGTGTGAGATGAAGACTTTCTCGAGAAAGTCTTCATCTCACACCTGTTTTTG-3’ |
| --- | --- |
|  | 3’-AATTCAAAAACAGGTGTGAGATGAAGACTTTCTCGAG AAAGTCTTCATCTCACACCTG-5’ |
| **shTRIM15 #2** | 5’-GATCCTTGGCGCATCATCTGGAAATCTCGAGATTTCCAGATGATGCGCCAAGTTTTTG-3’ |
|  | 3’-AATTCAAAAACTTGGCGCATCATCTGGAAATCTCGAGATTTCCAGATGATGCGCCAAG-5’ |
| **shYY2 #1** | 5’-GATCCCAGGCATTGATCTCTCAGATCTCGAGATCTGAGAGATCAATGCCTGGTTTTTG-3’ |
|  | 3’-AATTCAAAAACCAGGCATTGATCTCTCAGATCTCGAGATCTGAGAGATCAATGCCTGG-5’ |
| **shYY2 #2** | 5’-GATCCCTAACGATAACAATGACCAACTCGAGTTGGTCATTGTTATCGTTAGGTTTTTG-3’ |
|  | 3’-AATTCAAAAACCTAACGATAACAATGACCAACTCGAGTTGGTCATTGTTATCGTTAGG-5’ |
| **shFOXRED1 #1** | 5’-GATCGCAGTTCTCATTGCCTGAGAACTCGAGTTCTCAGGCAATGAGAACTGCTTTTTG-3’ |
|  | 3’-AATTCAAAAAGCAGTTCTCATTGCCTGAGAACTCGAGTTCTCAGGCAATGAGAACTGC-5’ |
| **shFOXRED1 #2** | 5’-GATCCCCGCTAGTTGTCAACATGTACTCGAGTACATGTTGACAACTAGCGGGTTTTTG-3’ |
|  | 3’-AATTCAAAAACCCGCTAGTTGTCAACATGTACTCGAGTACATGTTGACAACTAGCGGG-5’ |
| **shc-Myc #1** | 5’-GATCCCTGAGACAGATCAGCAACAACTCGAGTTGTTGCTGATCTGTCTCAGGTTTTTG-3’ |
|  | 3’-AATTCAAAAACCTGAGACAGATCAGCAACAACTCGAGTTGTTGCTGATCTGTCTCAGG-5’ |
| **shc-Myc #2** | 5’-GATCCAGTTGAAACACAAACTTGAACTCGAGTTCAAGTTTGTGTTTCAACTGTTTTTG-3’ |
|  | 3’-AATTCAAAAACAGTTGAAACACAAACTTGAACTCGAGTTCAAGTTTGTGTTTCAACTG-5’ |
| **shNDUFS2 #1** | 5’-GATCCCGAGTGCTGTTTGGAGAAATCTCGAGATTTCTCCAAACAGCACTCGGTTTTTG-3’ |
|  | 3’-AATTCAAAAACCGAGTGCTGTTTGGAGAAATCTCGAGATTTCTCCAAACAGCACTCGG-5’ |
| **shNDUFB9 #1** | 5’-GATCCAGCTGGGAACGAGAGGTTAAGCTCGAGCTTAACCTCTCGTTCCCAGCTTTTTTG-3’ |
|  | 3’-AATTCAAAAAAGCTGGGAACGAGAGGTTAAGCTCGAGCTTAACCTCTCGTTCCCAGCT-5’ |

**Table S2: Antibodies used for western blotting, immunohistochemical staining**

**and ChIP assay.**

| **Antibody** | **Product number** | **Maker** | **Experiment** | **Dilution** |
| --- | --- | --- | --- | --- |
| TRIM15 | 13623-1-AP | Proteintech | Western blotting  Immunohistochemistry  Co-immunoprecipitation | 1/1000  1/300  30 μg/mL cell lysate |
| YY2 | sc-374455 | Santa Cruz Biotechnology | Western blotting  Immunohistochemistry  Chromatin Immunoprecipitation  Co-immunoprecipitation | 1/1000  1/300  30 μg/mL cell lysate  25 μg/mL cell lysate |
| FOXRED1 | 24595-1-AP | Proteintech | Western blotting  Immunohistochemistry | 1/1000  1/300 |
| HA | 51064-2-AP | Proteintech | Western blotting | 1/5000 |
| Flag | 20543-1-AP | Proteintech | Western blotting | 1/20000 |
| pP65 | 82335-1-RR | Proteintech | Western blotting | 1/5000 |
| P65 | 10745-1-AP | Proteintech | Western blotting | 1/5000 |
| SLC3A2 | 15193-1-AP | Proteintech | Western blotting | 1/10000 |
| GPX4 | ab125066 | Abcam | Western blotting | 1/1000 |
| NDUFS2 | 28125-1-AP | Proteintech | Western blotting | 1/1000 |
| NDUFS3 | 15066-1-AP | Proteintech | Western blotting | 1/3000 |
| NDUFV2 | 15301-1-AP | Proteintech | Western blotting | 1/10000 |
| NDUFA9 | 20312-1-AP | Proteintech | Western blotting | 1/2000 |
| NDUFB9 | 15572-1-AP | Proteintech | Western blotting | 1/2000 |
| c-MYC | 10828-1-AP | Proteintech | Western blotting  Chromatin Immunoprecipitation | 1/5000  30 μg/mL cell lysate |
| mTOR | 28273-1-AP | Proteintech | Western blotting | 1/5000 |
| p-mTOR | 67778-1-Ig | Proteintech | Western blotting | 1/5000 |
| β-actin | 20536-1-AP | Proteintech | Western blotting | 1/5000 |
| Ki67 | 27309-1-AP | Proteintech | Immunohistochemistry | 1/3000 |

**Table S3: The sequences of qRT-PCR primers**

| **Gene** | **Forward primer (5′-3′)** | **Reverse primer (5′-3′)** |
| --- | --- | --- |
| *TRIM15* | TCCCTGAAGGTGGTCCATGAG | CAGGATCTTGCCCGAGGATT |
| *YY2* | CACTCCCCTCAGCGTTCTTT | ACCATCAATGGCGGATGGTT |
| *FOXRED1* | ACGGAACATCAATTTTCTTTCAGGA | AAGGACTCCCAAGGACTGGA |
| *SLC3A2* | GTGAAGATCAAGGTGGCGGA | AGGTCGGAGGAGTTAGTCCC |
| *GPX4* | AAGTTCAGTCAGAGACCTGCG | ATATCCGAGCCCTCCTCCTTC |
| *β-actin* | CTCGCCTTTGCCGATCC | GGGGTACTTCAGGGTGAGGA |

**Table S4: The sequences of ChIP-qPCR primers**

| **Gene** | **Forward primer (5′-3′)** | **Reverse primer (5′-3′)** |
| --- | --- | --- |
| *TRIM15* | CCTTCTCCCCGCTACAGTAA | GTCCCCTCTTCTGCTCTCCT |
| *FOXRED1* | GTGAAGAAGTCGAGCATGGC | CCTTGCGATACGTCAGTCCT |
| *SLC3A2* | CTGGTGCCGTGGTCATAATC | GCTCAGGTAATCGAGACGCC |

How the deposited data were processed for this re-analysis (not part of the article)

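The data are 4 RNA-seq experiments with OE33 cells, each with 3 treated and 3 control libraries, 24 libraries in all: xenografts of mice on HFD or ND, cells with HA-TRIM15 or EV, cells with shYY2 or shControl, and cells with shFOXRED1 or their own shControl. Samples were assigned to groups and replicates from the sample titles and treatment labels together with the paper's results and figure legends. The CUT&Tag, proteomic and metabolomic data of the paper were not analysed here.

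The authors deposited raw counts of reads per gene, 1 table per experiment with 6 value columns and 61860 Ensembl identifiers. They are whole numbers with a different total in each library, without normalization. The paper's text and its supplementary methods describe the libraries and the DNBSEQ sequencing and name no aligner, counter, annotation, genome build or read filter. All columns were used, and every row carried a gene identifier. In the table of the HA-TRIM15 experiment the header line has 10 cells, 3 of them empty after a sample name, so columns were taken by number, the 6 names standing over the 6 value columns. Gene names were taken from a table of Ensembl identifiers and from NCBI RefSeq's gene table, which together name 99.8% of the identifiers. GENCODE 29, used for gene order, GC content and length, holds 94.3% of them. No coordinates are printed, because the build of the files is not stated. All 37 mitochondrial genes are listed at 0 in all 24 libraries.

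Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Within each experiment, genes were kept with filterByExpr (minimum count 10, minimum total count 15), library sizes were normalized by TMM, and treated and control libraries were compared with glmQLFit and glmQLFTest. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05 and no threshold on the fold change. Standard errors are the log2 fold change divided by the square root of the F statistic. Where all 3 libraries of a control group had at most 3 counts, a fold was computed against 3 counts per library and is given as a lower bound. Replicates with 3 against 3 make 10 divisions into groups of the same size, so an exact test of a single value cannot go below 0.1.

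The lists comprised 19 pathway lists with 26 to 60 genes each and 7 lists of cell type markers, which were tested in the xenografts only. Pathway lists were tested with camera at a preset correlation of 0.01 between genes. Its calls depend on this preset value, so fry, camera with an estimated correlation and a one-sided Fisher's exact test of called genes were run too. Fry does not compare a list with other genes, so its calls are weak evidence where many genes changed. Overlaps between experiments were tested with one-sided Fisher's exact tests over genes tested in both, and the overlap of 3 experiments against 10000 draws matched on deciles of mean expression, of all 3 lists or of the HA-TRIM15 list alone. Besides the genes the paper names, the text names in each experiment the 3 genes with the largest change in each direction among those past the threshold, with a mean of at least 1 CPM and groups that do not overlap. The lists, the tests, this rule and the alternatives were set before the data were examined, except where the closing section says otherwise.

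The procedure was tested on simulated counts with 200 changed genes per experiment. The edgeR test recovered between 22.4% and 64.2% of the genes changed 1.2-fold, between 71.6% and 86.6% of those changed 1.5-fold and between 84.8% and 97% of those changed 2-fold. Of its calls, 5.05% to 9.34% were false, and for DESeq2 2.4% to 4.37%. In this simulation small changes were often missed, most of all in the shFOXRED1 experiment, whose replicates vary most. In the real experiments 22.1% to 75% of the genes tested were changed, far more than in the simulation. The simulated shares of recovered genes and false calls therefore need not hold for the real data. Of the 24 replicate pairs within groups, none differed by less than the sampling noise: the chi-square per gene lay between 1.47 and 7.94, where sampling alone gives 1. Total counts per library ranged from 14299807 to 45994561.

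Whether replicate numbers pair libraries of the 2 groups was checked with the correlation of their deviations from the group means. In the shFOXRED1 experiment it was 0.163, 0.12 and 0.338, all above the limit of 0.1, so the numbers were taken as pairing these libraries. The main fit of this experiment, set beforehand, leaves such a pairing out. It called 5752 genes, against 6793 with the replicate number as a block. The labels and the paper give no reason for such a pairing. In the other experiments it lay between -0.065 and 0.16, with at least 1 number at or below the limit.

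The alternatives were DESeq2's size factors, no filter on counts, at least 10 counts in every library, the replicate number as a block, DESeq2's Wald test, unadjusted p-values, a fold change of at least 1.2 or 2, the other list tests, and leaving out each library in turn. A combination of DESeq2, unadjusted p-values and a fold change of at least 1.2 was added after the data had been seen.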

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

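The 4 results here lie in genes the paper does not discuss. The comparison of the interferon genes with the YY2 experiment and the level of ALB in the other controls were tests chosen only after the results were seen.

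Interferon response genes rose with shFOXRED1. The 40 tested genes of the list had a median log2 fold change of 0.52, with 33 higher and 0 lower (camera, adjusted p = 2.62e-27, and 0.00252 with an estimated correlation). A bias of GC content, gene length or expression level is argued against by 10000 lists matched on all 3, whose highest median was 0.0718 in a fit with the replicate number as a block. Depth did not separate the groups, whose totals overlapped. The list also rose with shYY2. Its rise differed between the shFOXRED1 and shYY2 experiments, with a median of 0.31 and 27 of 40 genes higher in the first (camera with an estimated correlation, p = 0.0386). This comparison is confounded with the cultures, whose shControl groups themselves differ, so a response to any gene-specific shRNA that was larger in one culture is not excluded. It stays open beside a response to the shFOXRED1 sequence itself and an effect of lower FOXRED1. Each may account for the pattern, and these data do not separate them.

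Ribosome biogenesis genes regulated by MYC fell with shYY2, with a median log2 fold change of -1.37 over 40 genes, 38 of them lower and 1 higher (camera, adjusted p = 1.18e-33, and 0.00625 with an estimated correlation). Matched lists for GC content, length and expression reached no lower than -0.51. An effect of lower YY2, of the shRNA sequence or of slower growth stays open and untested.

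The amino acid response to ATF4 also fell with shYY2, with a median log2 fold change of -0.62, 26 of 36 genes lower and 6 higher (camera, adjusted p = 4.30e-10, and 0.0131 with an estimated correlation). Here the matched lists came closer. Their lowest median over 10000 draws was -0.57, and a draw as low as the observed value has a share of 1e-04, the smallest these draws can give. This argues against GC content, length and expression level as the whole cause, and leaves the same open explanations as for ribosome biogenesis.

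Liver transcripts were found in the EV libraries. ALB had 31, 60 and 101 counts in EV replicates 1, 2 and 3, against 0, 0 and 32 with HA-TRIM15 and at most 2 in the 9 other control libraries. Of a list of 20 abundant liver transcripts, 15 had not been looked at when the pattern was noticed. For 7 of these 15, every EV library lay above each of the 9 other control libraries, where 10000 draws of other genes at a similar level gave at most 4. A candidate explanation is a trace of RNA from another tissue in these libraries, most of all EV replicates 2 and 3. HA-TRIM15 replicate 3 may hold it too, with its 32 counts of ALB and 7 of ITIH1, the most ITIH1 counts of any library. Expression by OE33 cells that HA-TRIM15 lowers is argued against, since the other OE33 controls hold at most 2 ALB counts. The size of such a trace was not measured. No biological explanation was tested further.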

How the results depend on the processing

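Direction and side of the threshold were kept by every named gene, gene list and count under DESeq2's size factors, and by 68 of the 69 named-gene results with a value under DESeq2's Wald test, all but BOP1 with HA-TRIM15 (adjusted p = 0.0589). That test has no value for 5 others with HA-TRIM15 (YY2, IL6, KLKP1, NSF and FAM120B). Values below are those that changed, and their cause was not tested unless stated.

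With a fold change of at least 1.2, fewer genes passed by construction: 2699 higher and 2680 lower in the xenografts (5379 in all), 731 and 471 with HA-TRIM15 (1202 in all), 148 lower in both HA-TRIM15 and shYY2 and 34 lower in all 3 cell experiments. The odds ratio of the 148 was 0.936 (one-sided Fisher's exact test, p = 0.76), below 1. Over all alternatives the odds ratio of this overlap ran from 0.936 to 3.72. With a fold change of at least 2 there were 208 higher and 444 lower genes in the xenografts (652), 78 and 36 with HA-TRIM15 (114), 1748 and 1394 with shYY2 (3142), 344 and 200 with shFOXRED1 (544), an overlap of 4 (odds ratio 2.13, one-sided Fisher's exact test, p = 0.148) and 0 genes lower in all 3. At an unadjusted p under 0.05 without a fold threshold, 2573 genes were lower with HA-TRIM15 (5407 changed), 1221 were shared with shYY2 and 451 with both. The setting chosen after seeing the data, DESeq2 with unadjusted p under 0.05 and a fold change of at least 1.2, gave 2580 and 2316 genes in the xenografts (4896), 724 and 496 with HA-TRIM15 (1220), an overlap of 156 (odds ratio 1.03, one-sided Fisher's exact test, p = 0.398) and 35 genes lower in all 3. At a fold change of at least 2, 31 named genes lost their call, and 7 at 1.2.

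The list test mattered more than the fit. An estimated correlation left 2 lists in the xenografts, 7 with HA-TRIM15 and 3 with shFOXRED1. Fry called 17 lists in the xenografts and 19 with shYY2, and the Fisher test 4 with shYY2. Single lists changed 20 times to not called with an estimated correlation, 21 times to called under fry, and 14 and 13 times in these directions under the Fisher test.

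Without a filter on counts, the Spearman correlation of fold changes was 0.038, -0.024 and -0.12 between the xenografts and HA-TRIM15, shYY2 and shFOXRED1, -0.0076 and -0.013 between HA-TRIM15 and shYY2 or shFOXRED1, and 0.092 between shYY2 and shFOXRED1, and 7 lists became called. Values near 0 changed sign: YY1 with shYY2 (-0.0094), ferroptosis with HA-TRIM15 (-0.018), IL-17 with shFOXRED1 (-0.038) and glycerophospholipids with shFOXRED1 (-0.00013). With at least 10 counts in every library, which 56 of the 74 named-gene results allow, the correlation between HA-TRIM15 and shYY2 was 0.033, and the values that changed sign were mTOR with HA-TRIM15 (0.00039) and sphingolipids with shYY2 (-0.092), and cholesterol and fatty acid synthesis with shYY2 lost its call (camera, adjusted p = 0.0506), while GPX4 with shFOXRED1 gained one (edgeR, adjusted p = 0.049).

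With the replicate number as a block, calls changed for MTOR, SLC7A11 and GPX4 with shFOXRED1, where the numbers pair the libraries. In the other experiments correlations of equal numbers ran from -0.065 to 0.16 and do not pair the libraries. There the block gave VGF with HA-TRIM15 an adjusted p of 0.0246 (edgeR, -0.44) and the mTOR list with HA-TRIM15 a median of 5.8e-05.

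Leaving out each library in turn gave 787 to 2506 lower and 1247 to 2594 higher genes with HA-TRIM15 (2034 to 5100 in all), 410 to 1182 genes shared with shYY2 and 157 to 368 in all 3, lowest without EV replicate 3 and highest without HA-TRIM15 replicate 1. The correlation of fold changes ran from -0.0062 to 0.030 between HA-TRIM15 and shYY2 and from -0.12 to -0.038 between HA-TRIM15 and shFOXRED1. TRIM15 ranked between 1 and 3 in the xenografts among changed and among tested genes. Values near 0 took either sign: FOXRED1 in the xenografts (-0.089 to 0.011) and YY1 with shYY2 (-0.026 to 0.020). The same held with HA-TRIM15 for the lists of ferroptosis (-0.0083 to 0.018), cholesterol (-0.034 to 0.022), triglycerides (-0.027 to 0.012) and mTOR (-0.024 to 0.0046), with shYY2 for p53 (-0.0088 to 0.048) and mTOR (-0.0037 to 0.043), and with shFOXRED1 for IL-17 (-0.020 to 0.048), glycerophospholipids (-0.0092 to 0.026), p53 (-0.0095 to 0.095), NF-κB (-0.061 to 0.040) and the unfolded protein response (-0.081 to 0.0033). Among named genes, 8 fits lost a call and 4 gained one, and among lists 4 and 2.

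Few counts limit some genes: TRIM15 in the xenografts rests on 12 to 24 counts per HFD library, and YY2 on 11 or 12 per shYY2 library. For TRIM15 depth need not be the cause, since genes of the MHC region had low counts as a group.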

Differences from the paper's values

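The paper reports 178 genes shared by TRIM15 and YY2, and its text names no threshold for them. Here 727 genes were lower in both HA-TRIM15 and shYY2, at an adjusted p under 0.05 without a fold threshold. The 2 numbers may rest on unlike thresholds, so their difference need not lie in the data. Among the alternatives set before the data were examined, a fold change of at least 1.2 gave 148, within 1.5 times the paper's number, and the others did not. The combination of DESeq2, unadjusted p-values and a fold change of at least 1.2, chosen after seeing the values, gave 156. In Fig. 4G the genes lower with HA-TRIM15 number about 460, read by eye, against 1501 here. A fold change of at least 1.2 gave 471 and the combination chosen after seeing the values gave 496, and no other alternative came within 1.5 times.

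For TRIM15, YY2 and FOXRED1 together the paper reports 52 genes, again without a named threshold, against 259 here without a fold threshold. None of the alternatives set before the data were examined closed this gap: a fold change of at least 1.2 gave 34. The combination chosen after seeing the values gave 35, which is within 1.5 times. Of the 12 genes the paper lists for TRIM15 and YY2, 7 were in the overlap under that combination and 5 were not (ATP13A1, BOP1, EXOSC6, FOXRED1 and PASK).

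The paper lists VGF among genes regulated by both. With HA-TRIM15 its adjusted p was 0.119 (edgeR). It passed in edgeR without a filter on counts (adjusted p = 0.021), with the replicate number as a block (adjusted p = 0.0246) and without HA-TRIM15 replicate 1 (adjusted p = 0.000717). It also passed an unadjusted p of 0.05 in edgeR and in DESeq2, and in the combination of DESeq2 with a fold threshold, which was chosen after seeing the values.

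The paper reports ferroptosis as enriched across its experiments. Camera did not call the list with HA-TRIM15 (adjusted p = 0.466), shYY2 (0.216) or shFOXRED1 (0.67). It was called with HA-TRIM15 by fry (0.00662) and the Fisher test (0.00079), with shYY2 by fry (4.31e-06) and by camera without a filter (0.0497), and with shFOXRED1 by fry (0.00476). For glycerophospholipid metabolism, which the paper also names for all 3 genes, camera gave adjusted p-values of 0.421, 0.231 and 0.67. Fry called it with shYY2 (0.0018) and the Fisher test with shFOXRED1 (0.00852), and no setting called it in the xenografts or with HA-TRIM15. The mTOR list, which the paper reports as dysregulated with shFOXRED1, was called there by no setting that was run. The same holds for triglyceride storage and lipolysis with HA-TRIM15 (camera, adjusted p = 0.693), and for shFOXRED1 no setting called cholesterol and fatty acid synthesis, triglyceride storage or sphingolipid metabolism.

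The paper reports energy metabolism as dysregulated in the HFD xenografts. Camera did not call glycolysis or the TCA cycle there (adjusted p = 0.11 for both). Glycolysis was called without a filter (0.0035), by fry (0.00463), by the Fisher test (0.0489) and without ND replicate 2 (0.0423), and the TCA cycle without a filter (0.00233), by fry (0.000605) and by the Fisher test (0.0395). For lipid metabolism, cholesterol and fatty acid synthesis in the xenografts was called by camera without a filter (0.00137) and without ND replicate 2 (0.0432), by fry (0.000868) and by the Fisher test (0.0367), and sphingolipid metabolism by fry only (0.000154). With shYY2, triglyceride storage was called without a filter (0.0194) and by fry (2.42e-05), and the TCA cycle by fry (3.03e-05).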

Other observations

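The tests on the control groups and on shared fold changes, and the draws of the HA-TRIM15 list alone, were chosen only after the results were seen.

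Other divisions of the 6 libraries of an experiment into 3 and 3 set 2 libraries of one group and 1 of the other against the rest. They keep part of the real difference, so they are no reference without an effect, and their counts decide nothing. In each of the 4 experiments only 1 of the 10 splits, the real one, gave as many changed genes, and the other 9 gave 0. At an unadjusted p under 0.05 the other splits gave 136 to 241 genes in the xenografts, 201 to 759 with HA-TRIM15, 48 to 118 with shYY2 and 136 to 670 with shFOXRED1. With 10 splits this share cannot go below 0.1. For the number of lists past camera, 1 of 10 splits was as large in the xenografts, with HA-TRIM15 and with shYY2, and 4 of 10 with shFOXRED1. There the numbers pair the libraries, and among the 4 splits that part all 3 pairs the others gave 3 to 8 lists against 7. For the overlaps of HA-TRIM15 with shYY2 (1 of 100 pairs of splits as large) and of all 3 cell experiments (1 of 1000) the outcome was fixed, because the other splits have 0 changed genes to share.

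If TRIM15 acts through loss of YY2 and FOXRED1, HA-TRIM15, shYY2 and shFOXRED1 may be expected to move genes the same way. Across genes, which are not independent replicates, the Spearman correlation of log2 fold changes was 0.26 between shYY2 and shFOXRED1, and 0.092 without a filter on counts. The same directions shared more genes than by chance, with 1895 lower in both (1221 by chance; one-sided Fisher's exact test, adjusted p = 1.90e-166 over 24 overlaps) and 1389 higher in both (931 by chance), and the opposite ones fewer. Between HA-TRIM15 and shFOXRED1 the correlation was -0.071, or -0.046, -0.038 and -0.12 without shControl replicate 3, shFOXRED1 replicate 1 and shFOXRED1 replicate 3, with genes going both ways. The largest excess was that of 634 genes higher with HA-TRIM15 and lower with shFOXRED1 (403 by chance; one-sided Fisher's exact test, adjusted p = 8.56e-40). Beside it stood 329 lower with HA-TRIM15 and higher with shFOXRED1 (247 by chance; adjusted p = 8.28e-09 from the same Fisher's exact test) and 356 lower in both (309 by chance; adjusted p = 0.00154), while 307 were higher in both (322 by chance). Between HA-TRIM15 and shYY2 it was 0.020, or -0.0062 and 0.030 without HA-TRIM15 replicates 1 and 3 and 0.013 without shControl replicate 2. What the last 2 pairs share overall stays open. Fold changes in the xenografts had a correlation of 0.14 with those of HA-TRIM15 (0.038 without a filter on counts), with 1027 genes higher in both (539 by chance; one-sided Fisher's exact test, adjusted p = 7.33e-138) and 493 lower in both (357 by chance). With shYY2 the correlation was -0.071 (-0.024 without a filter on counts). The opposite directions shared 2029 genes higher in the HFD group and lower with shYY2 (1652 by chance; one-sided Fisher's exact test, adjusted p = 1.015e-42). They also shared 1498 lower in the HFD group and higher with shYY2 (1386 by chance). The same directions shared 1592 higher in both (1563 by chance) and 1345 lower in both (1465 by chance). With shFOXRED1 the correlation was -0.29, from -0.30 to -0.26 over the fits that each left out a library and -0.12 without a filter on counts. Of genes higher in the HFD group, 1595 were lower with shFOXRED1 (846 by chance; one-sided Fisher's exact test, adjusted p = 1.57e-229), and of those lower 1047 were higher (627 by chance), while the same directions shared fewer than by chance. This argues against HFD and FOXRED1 knockdown moving genes alike overall.

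TRIM15, TNF and the HLA genes lie in the MHC region, which has several alternative copies in the reference assembly. Over 28 expressed protein-coding genes of the region on chromosome 6, the median variance between libraries of a group was 5.24 times the mean count. In 10000 draws of the 557 flanking genes at the same mean count the median was 1.27 and the highest 1.70, which argues against few counts as the source. The excess is consistent with reads shared between copies of the region, and it may make the counts of TRIM15 uneven between libraries. For TRIM15 itself the variance was 3.14 times the mean count, an average in which groups with 0 counts in every library, such as EV, entered as 0. Its CPM values lay close together in the HFD xenografts, but were 5.41, 8.45 and 11.4 with HA-TRIM15. The value of 3.14 therefore does not show that TRIM15 is steadier than the region. The values for TRIM15 rest on few counts. So do those of the region, whose genes had a median of 24.8 counts, against 662 for the flanking genes. If reads shared between copies went uncounted, the counts of TRIM15 and TNF would be too low, which was not tested. Counts of these genes at or near 0 therefore need not mean absent expression. No biological explanation was tested.

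The shControl groups of shYY2 and shFOXRED1 are set apart by 8 genes with at least 100 counts in every library of one group and at most 3 in every library of the other. Depth does not account for these 8, as totals of the groups differ by at most 1.32 times. Between EV and shControl of shYY2 there were 0 such genes, and between EV and shControl of shFOXRED1 there was 1. The Spearman correlation of mean expression was 0.992 and 0.947 for these 2 pairs, and 0.952 between the shControl groups. IL6 had 197, 177 and 203 counts in shControl of shYY2 and 0, 1 and 3 in shControl of shFOXRED1, and IFI6 had 392, 378 and 456 counts in the first group and 2584, 2178 and 1947 in the second. IL6 and IFI6 were chosen after their values were seen. A difference between batches of cells or libraries and a difference between the OE33 cultures cannot be told apart, because each experiment has its own controls and the labels give no batch.

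Some values concern molecules the paper measured in other ways. In the HFD xenografts FOXRED1 mRNA had a log2 fold change of -0.058 (adjusted p = 0.414, edgeR) and YY2 of 0.27 (adjusted p = 0.307, edgeR). YY2 mRNA with HA-TRIM15 had a log2 fold change of 0.14 (adjusted p = 0.687, edgeR). With shFOXRED1, MYC mRNA had a log2 fold change of -0.49 (adjusted p = 2.52e-06, edgeR) and NDUFB9 one of -0.26 (adjusted p = 0.0125, edgeR, and 0.0649 and 0.0554 without shControl replicate 2 and without shFOXRED1 replicate 2). SLC7A11 had a log2 fold change of -0.15 (adjusted p = 0.105, edgeR) and GPX4 one of 0.14 (adjusted p = 0.0723, edgeR). With the replicate number as a block these gave adjusted p-values of 0.00206 and 0.0108, and without shFOXRED1 replicate 3 of 3.02e-05 and 0.000614 (log2 fold change -0.25 for SLC7A11). Their highest adjusted p was 0.13 and 0.102 over the other alternatives. SLC3A2 had a log2 fold change of 0.35 with HA-TRIM15 (adjusted p = 1.64e-05, edgeR) and -1.40 with shYY2 (adjusted p = 7.29e-15, edgeR), and GPX4 rose with shYY2 by 0.83 (adjusted p = 1.21e-12, edgeR). Of the 12 genes lower with HA-TRIM15 or shYY2, 5 were lower with shFOXRED1, 1 was higher (RBM23) and 6 were unchanged by the threshold. Apart from FOXRED1, these calls with shFOXRED1 were not repeated under the alternatives.

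Marker lists of cell types in the xenografts rest on few human genes. By camera, neutrophil markers had a median log2 fold change of 1.66 (4 genes, adjusted p = 3.22e-05) and macrophage markers of 0.49 (6 genes, adjusted p = 0.012), and neither passed with an estimated correlation (adjusted p = 0.0593 and 0.126). Endothelial (4 genes, 0.23, adjusted p = 0.226), fibroblast (7 genes, -0.17, adjusted p = 0.938), adipocyte (4 genes, -0.47, adjusted p = 0.938) and skeletal muscle markers (4 genes, 0.018, adjusted p = 0.938) did not pass camera, and 0 of 8 erythroid markers had enough counts to be tested. Fry called neutrophil (adjusted p = 0.000148), macrophage (adjusted p = 0.000357) and endothelial markers (adjusted p = 0.000725). It did not call fibroblast, adipocyte or skeletal muscle markers. The paper's host cells are mouse cells, and whether their reads were counted on human genes was not tested.

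Lists not given at a claim moved as follows by camera, with the adjusted p of fry or of the one-sided Fisher's exact test of called genes where camera did not call a list and these did. In the xenografts they were DNA replication (0.13, adjusted p = 0.016), cell cycle (0.13, adjusted p = 0.016), ribosome biogenesis (0.16, adjusted p = 0.00142) and interferon response (0.12, adjusted p = 0.0107), all 4 called by fry and none with an estimated correlation. Camera did not call p53 targets (adjusted p = 0.512; fry 0.0047, Fisher 0.0367), ATF4 (adjusted p = 0.704; fry 0.00693) and mTOR (adjusted p = 0.828; fry 0.00945, Fisher 0.0372). With HA-TRIM15 they were the unfolded protein response (0.11, adjusted p = 1.13e-13), ATF4 (0.16, adjusted p = 2.23e-13), interferon response (0.086, adjusted p = 1.41e-07), DNA replication (-0.099, adjusted p = 1.59e-07), cell cycle (-0.11, adjusted p = 0.000243) and ribosome biogenesis (-0.094, adjusted p = 0.00221), all called by fry, and all but the last with an estimated correlation. Camera did not call p53 targets (adjusted p = 0.121; fry 0.0416, Fisher 0.0063), hypoxia (adjusted p = 0.421; Fisher 0.0423) and mTOR (adjusted p = 0.851; Fisher 0.00148). With shYY2 it did not call hypoxia (adjusted p = 0.191; fry 4.54e-07), p53 targets (adjusted p = 0.424; fry 0.000703), sphingolipids (adjusted p = 0.477; fry 0.00052) and mTOR (adjusted p = 0.477; fry 0.00281). With shFOXRED1 it did not call hypoxia (adjusted p = 0.63; fry 0.00476, Fisher 0.0082), NF-κB genes (adjusted p = 0.934; Fisher 0.0372), IL-17 (adjusted p = 0.709; Fisher 0.0252) and the unfolded protein response (adjusted p = 0.577; fry 0.00306), and p53 targets (adjusted p = 0.626) were called by none of these tests.

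The largest changes outside the paper's genes were as follows. With HA-TRIM15, the pseudogene KLKP1 was at least 16.8-fold higher, H2BC8, a histone gene with similar copies, rose by 2.85 on the log2 scale, and NSF, FAM120B and ERMARD had log2 fold changes of -2.35, -2.15 and -1.67. With shYY2, SSTR5-AS1 was at least 15.6-fold and ENSG00000285938 at least 14-fold higher, AQP7 rose by 4.24, and ABCC9, KRT6A and PYCR3 had values of -4.38, -3.82 and -3.65. PYCR3 had 23, 119 and 102 counts in the shControl libraries. AQP7 and KRT6A have close copies with which reads could be shared, and SSTR5-AS1 is an antisense gene. With shFOXRED1, RN7SL5P rose by 4.21, or 3.27 without shFOXRED1 replicate 1 and 5.19 without shControl replicate 1, with 138, 53 and 17 counts, and it belongs to a family of near-identical copies. SEZ6 rose by 2.78 (3.90 without shControl replicate 2) and ENSG00000286722 by 2.57, and MIR100HG, MMP1 and CPA4 had values of -3.22, -2.64 and -2.64.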
